# Docosahexaenoic Acid Ameliorates Contextual Fear Memory Deficits in the Tg2576 Alzheimer’s Disease Mouse Model: Cellular and Molecular Correlates

**DOI:** 10.3390/pharmaceutics15010082

**Published:** 2022-12-27

**Authors:** Sara Badesso, Paz Cartas-Cejudo, Maria Espelosin, Enrique Santamaria, Mar Cuadrado-Tejedor, Ana Garcia-Osta

**Keywords:** Alzheimer’s disease, DHA, synapse

## Abstract

Docosahexaenoic acid (DHA), the most abundant polyunsaturated fatty acid in the brain, is essential for successful aging. In fact, epidemiological studies have demonstrated that increased intake of DHA might lower the risk for developing Alzheimer’s disease (AD). These observations are supported by studies in animal models showing that DHA reduces synaptic pathology and memory deficits. Different mechanisms to explain these beneficial effects have been proposed; however, the molecular pathways involved are still unknown. In this study, to unravel the main underlying molecular mechanisms activated upon DHA treatment, the effect of a high dose of DHA on cognitive function and AD pathology was analyzed in aged Tg2576 mice and their wild-type littermates. Transcriptomic analysis of mice hippocampi using RNA sequencing was subsequently performed. Our results revealed that, through an amyloid-independent mechanism, DHA enhanced memory function and increased synapse formation only in the Tg2576 mice. Likewise, the IPA analysis demonstrated that essential neuronal functions related to synaptogenesis, neuritogenesis, the branching of neurites, the density of dendritic spines and the outgrowth of axons were upregulated upon-DHA treatment in Tg2576 mice. Our results suggest that memory function in APP mice is influenced by DHA intake; therefore, a high dose of daily DHA should be tested as a dietary supplement for AD dementia prevention.

## 1. Introduction

Clinical and epidemiological studies have shown that supplementing the diet with omega-3 fatty acids (FAs) reduced the risk of dementia development [1]. Omega-3 FAs are indispensable components of neuronal membranes and are essential for membrane fluidity, neurotransmitter release, signal transduction and neuroinflammation processes [2]. Docosahexaenoic acid (DHA, 22:6 n-3) is the most abundant polyunsaturated FA in the mammalian brain, representing ~30% of the lipids in the human brain [3], with very high levels in neuronal membranes, synaptic terminals and the myelin sheath [4]. It is essential to maintain optimal DHA levels during the development and maturation of the brain and it is also critical for successful aging of the adult brain [5,6].

A decrease in serum DHA levels is associated with memory decline [7], more cerebral amyloidosis and brain atrophy [8,9]; therefore, decreased DHA levels have been found in the brains of people affected with AD, specifically in memory-related areas such as the hippocampus [10,11,12,13,14,15,16].

These observations motivated the implementation of several clinical trials to evaluate the effect of DHA (alone or in combination with other omega-3 FAs) in patients with mild to moderate AD [16,17,18,19,20]. Overall, to date, none of the studies have shown a clear positive effect of DHA or its combinations on cognitive function or brain atrophy. This could be because DHA is not entering the central nervous system (CNS) in a sufficient concentration to change the course of the disease. Accordingly, a recent study using a treatment of 2 g DHA per day for 26 weeks, found that the levels of DHA in the CSF increased by only 28% (whereas the increase in plasma was 200%), with no differences in cognitive function or brain volume compared to placebo. This study suggested that previous studies using much lower DHA doses may represent negative studies due, at least in part, to its scarce bioavailability in the brain, particularly in APOE4 carriers [17]. 

The effect of long-term administration of omega-3 FAs has been also studied in different AD experimental models [21,22,23,24,25,26], although the results are quite heterogeneous, probably due to the large variation in animal models, doses and duration of treatments [27]. Furthermore, in most cases, the dose of DHA was given as a supplement to a diet containing other FAs, which makes it difficult to assess the individual effect of the specific dose of DHA received. Despite the variability, the overall conclusions have been that long-term omega-3 FA supplementation increases DHA levels in the brain and ameliorates AD pathology. 

Different mechanisms have been proposed to explain the beneficial effect of DHA in cognition, including its anti-oxidative, anti-inflammatory [28] and anti-apoptotic properties, the facilitation of transport of glucose into the brain [29] and the improvement of vascular health [30]. Therefore, the aim of the current study was to analyze the effect of a high-dose (450 mg/kg) concentrated DHA-triglyceride formula provided by Nua Biological Innovations SL (Vizcaya, Spain), in comparison with a vehicle (sesame oil), on cognitive function and AD pathology in aged Tg2576 mice, an amyloid over-expression model of AD. This formulation complied with a very rigorous quality standard (five-star IFOS program), which guaranteed that the oil was not oxidized and was practically free of heavy metals (mercury, cadmium, lead and arsenic), polychlorinated biphenyls, furans or dioxins [31]. Furthermore, taking into account that most of the studies on the effects of DHA in AD models have been focused on changes in amyloid burden and in the synaptic pathology, our aim was to unravel the further underlying molecular mechanism of a possible transgene-dependent effect of DHA on synaptogenesis and in memory formation, by using RNA sequencing.

## 2. Results

### 2.1. Fear Memory and Spatial Memory Performance of 18-Month-Old Tg2576 Mice Chronically Treated with DHA

To evaluate the effect of DHA on memory function, we used the fear conditioning and the Morris water maze tasks. In the fear cognition task, a two-way ANOVA analyzed the freezing time, revealing a significant effect of genotype [F(1,44) = 35.43, *p* < 0.0001], without a significant effect of treatment [F(1,44) = 2.80, *p* = 0.10], and with significant interaction of the two factors [F(1,45) = 6.84, *p* = 0.01]. A Tukey’s post hoc test confirmed that Tg2576 mice exhibited significantly less freezing time compared with WT mice (*p* < 0.0001) in the test session, and DHA intake ameliorated the memory deficits observed in Tg2576 mice (*p* < 0.05). However, no significant effect was observed in non-Tg mice after DHA treatment (Figure 1A).

Afterwards, spatial memory was also assessed in the MWM. For each group, the escape latency over time was analyzed using the non-parametric Friedman test. Latency to reach the platform decreased in every group as the training sessions progressed, except in the Tg2576-DHA group (WT-Veh: *p* < 0.0001; WT-DHA: *p* < 0.001; Tg2576-Veh: *p* < 0.05; Tg2576-DHA: *p* = 0.09), indicating that all animals were able to learn the platform location, except for the Tg2576-DHA group (Figure 1B). Next, comparisons among the groups were assessed using a two-way ANOVA and Tukey’s post hoc test for each day. Two-way ANOVA revealed a significant effect of genotype on every day of the hidden platform (day 1: F(1,33) = 9.22, *p* < 0.01; day 2: F(1,33) = 6.31, *p* < 0.05; day 3: F(1,33) = 9.37, *p* < 0.01; day 4: F(1,33) = 17.90, *p* < 0.001; day 5: F(1,33) = 14.13, *p* < 0.001), with no significant effect of the treatment, nor the interaction (Figure 1B). 

Exploration time analysis in the target quadrant, using two-way ANOVA, showed a significant main effect of genotype (F(1,33) = 9.96, *p* < 0.01) but no significant main effect of treatment, nor significant interaction (Figure 1C). This result indicates that a 5-week treatment with a high dose of DHA ameliorated freezing memory deficits, but was not sufficient to restore spatial memory and retention deficits observed in aged Tg2576 mice. 

### 2.2. Synaptic Pathology in the Brain of 18-Month-Old Tg2576 Mice Chronically Treated with DHA

Different authors have suggested that DHA promotes synaptogenesis in different animal models [21,32]. Thus, we measured the dendritic spine density of the mice hippocampi after Golgi–Cox staining. Two-way ANOVA analysis revealed a significant effect of treatment (F(1,428) = 32.73 *p* < 0.0001) and significant main interaction of genotype × treatment (F(1,428) = 6.97 *p* < 0.01). As is shown in Figure 1D, the spine density in CA1 pyramidal neurons was significantly higher in the Tg2576-DHA than in Tg2576-Veh group (Tg2576-DHA, 2.52 ± 0.7/μm; Tg2576-Veh, 2.04 ± 0.5/μm; *p* < 0.0001). Although a tendency was observed in the WT-DHA group compared with the WT-Veh group, the increase was not significant (WT-DHA, 2.42 ± 0.5/ μm; WT-Veh, 2.24 ± 0.5/ μm; *p* = 0.13). These data confirmed previous evidence showing that DHA promotes dendritic spine formation in APP mice [21]. Our data indicate that DHA is sufficient to induce a cognitive enhancement and synapse formation in Tg2576 mice, but not in control Tg(-) (or WT) mice, suggesting that APP mice have an added susceptibility to DHA levels in the diet and/or in the brain.

### 2.3. Amyloid Pathology and Neuroinflammatory Markers in the Brain of 18-Month-Old Tg2576 Mice Chronically Treated with DHA

To explore a possible effect of DHA treatment on amyloid pathology in Tg2576 mice brains, ELISA was used to determine the concentration of Aβ42 soluble in a 2% SDS buffer (detergent soluble aggregates) and guanidinium-chloride-treated (insoluble aggregates, mostly plaques) parietotemporal cortex extracts. No significant differences in Aβ content in any of the different extracts were detected between the transgenic mice groups, irrespective of whether they received DHA or not (Figure 2A). Accordingly, we analyzed APP processing and no differences were observed in the ratio of the APP-derived fragments C99/C83, indicating that DHA treatment does not affect the production of the proteolytic products C83 and C99. Considering that previous studies have reported changes in amyloid pathology after DHA treatment, we wanted to confirm that this was not the case in this study. Thus, as an indirect parameter, and considering that amyloid plaques are surrounded by reactive astrocytes in APP mice, we next analyzed the expression of brain GFAP using a Western blot analysis. As is depicted in Figure 2B, a two-way ANOVA analysis again revealed a marked significant effect of genotype (F(1,33)= 99.65, *p* < 0.0001), but no significant effect of the treatment nor interaction. 

Next, we explored whether other microglial markers, such as the microglia-associated triggering receptor expressed on myeloid cells (TREM2) and CD68, that may be altered in the presence of amyloid pathology, were affected by DHA treatment. For both genes, a two-way ANOVA analysis showed a main effect of genotype (F(1,11) = 14.70, *p* < 0.01 for TREM2 and F(1,11) = 12.92, *p* < 0.01 for CD68), indicating that TREM2 and CD68 were significantly up-regulated in Tg2576 transgenic mice compared with non-transgenic mice. Additionally, in both cases a main effect of treatment was detected (F(1,11) = 17.78, *p* < 0.01 for TREM2 and F(1,11) = 6.67, *p* < 0.05 for CD68). Tukey’s multiple comparison tests revealed that DHA significantly reduced the expression of TREM2 (*p* < 0.01) and CD68 (*p* < 0.05) in Tg2576 mice, to levels comparable to that of wild-type mice (Figure 2C). Regarding the levels of pro-inflammatory markers, IL1β and TNFα, a two-way ANOVA showed a main effect of genotype (F(1,23) = 9.73, *p* < 0.01 for IL1β and F(1,23) = 11.28, *p* < 0.01 for TNFα); however, a main effect of treatment, although no interaction, was also found for TNFα (F(1,23) = 4.24, *p* < 0.05). Tukey’s multiple comparison tests revealed significant differences in TNFα expression in the Tg2576 vehicle compared to both groups of wild-type mice (Figure 2D). 

### 2.4. RNA-Seq Analysis

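Hippocampal RNA was sequenced from 15 female mice aged 18 to 20 months. There were 4 WT mice given vehicle, 4 WT mice given DHA, 4 Tg2576 mice given vehicle and 3 Tg2576 mice given DHA. DHA was given at 450 mg/kg for 5 weeks. For the libraries, the paper gives 1 μg of RNA and the TruSeq Stranded mRNA kit, whereas the sample descriptions give 1.3 μg and a SMARTER mRNA-Seq kit. The authors counted the aligned reads on the genes of GENCODE M25 (mouse genome GRCm38) with featureCounts 1.6.0, with its default options and without a strand setting. The deposited values are these raw counts for 55401 genes in each mouse. The total count per mouse ranged from 21538455 to 46596489 (median 31415592.5) in the WT vehicle group and from 19265589 to 31109886 (median 22322741) in the WT DHA group. It ranged from 17372864 to 30152880 (median 23817654.5) in the Tg2576 vehicle group and from 25645977 to 33662464 (median 27172909) in the Tg2576 DHA group.

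From these counts, library sizes were scaled by the TMM method of edgeR, and the 19536 genes kept by its filterByExpr function were fitted with a coefficient for each of the 4 groups. Differences were tested with the two-sided quasi-likelihood F test of edgeR with Benjamini-Hochberg adjustment. Genes were called at an unadjusted p under 0.01, the threshold given in the paper, which passes 195 of the genes tested by chance alone. Levels are given as CPM after TMM scaling. The common biological coefficient of variation was 20.1%. With 4 mice against 4, an exact permutation test cannot give a p below 0.0286. With 4 mice against 3 its smallest p is 0.0571, so it cannot reach 0.05. The paper's text refers to an earlier publication for its own workflow. The deposited files name a single flow cell and lane for all 15 mice, so no sequencing batch could be compared.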

To explore the molecular mechanism underlying this transgene-dependent effect of DHA on synaptogenesis and in memory formation, we performed a transcriptomic analysis of the mice hippocampi (GEO accession number GSE217430). Among the DHA-regulated genes, only 6 were similarly modified in both genotypes, WT and Tg2576 mice (Figure 3A), while 102 genes were differentially regulated between WT and Tg2576 mice, thus indicating that an important transgene-dependent effect was contributing to the action of DHA (Supplementary Table S1 and Figure S1). 

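Between DHA and vehicle, 270 genes differed in WT mice (117 lower and the others higher) and 69 genes in Tg2576 mice (31 higher and 38 lower) at p under 0.01. Chance alone gives 195 genes at this threshold, more than were found in Tg2576 mice. The smallest adjusted p of the edgeR test was 0.259 in WT mice and 0.999 in Tg2576 mice. Thus, 0 genes had an adjusted p under 0.05 in either genotype, beside 1157 and 618 genes with an unadjusted p under 0.05. Among all genes tested, the levels of the DHA and vehicle groups did not overlap for 5.02% in WT mice, where chance gives 2.86% with 4 mice against 4, and for 3.21% in Tg2576 mice, where chance gives 5.71% with 4 against 3. Genes are not independent, so these shares can depart from those of chance without an effect of DHA. Which direction held more genes depended on the setting in both genotypes, with 175 higher and 187 lower in WT mice and 71 higher and 55 lower in Tg2576 mice without a filter. The count in WT mice moved most when only the 2 groups compared were fitted (431 genes). It fell to 156 without WT vehicle replicate 1, 164 without WT vehicle replicate 2 and 178 without WT DHA replicate 4. The count in Tg2576 mice rose to 312 without Tg2576 DHA replicate 1, 250 without Tg2576 vehicle replicate 2 and 122 without Tg2576 vehicle replicate 1.

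In both genotypes and in the same direction, 5 genes had a p under 0.01, among them Nr4a2, Sspo, Fbxo32 and Sec14l5. From the counts, 0.477 genes were expected by chance, if genes are taken as independent. With the mice of each genotype regrouped, 19 of 100 splits, the real one included, gave as many shared genes. Another 2 genes, Sertad1 and Wnk4, passed in both genotypes with opposite directions. Among the settings that kept all mice and asked for a call in each genotype, DESeq2 moved this count most (9 genes). The count was 3 without WT vehicle replicate 2 or without WT DHA replicate 2, 1 without Tg2576 DHA replicate 2 (Asprv1) and 8 without Tg2576 vehicle replicate 2. Across all genes tested, the effects of DHA in WT and Tg2576 mice had a Pearson r of -0.0315 and a Spearman rho of -0.0959; genes are not independent replicates.

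A difference in the effect of DHA between the genotypes (interaction) had a p under 0.01 for 162 genes, 87 with a positive and 75 with a negative interaction. This is below the 195 genes that chance alone gives. The smallest adjusted p was 0.845, so 0 genes passed an adjusted p of 0.05, and 1001 genes had an unadjusted p under 0.05. The count moved most among the settings that kept all mice when no filter on low counts was applied (289 genes). It was 527 without Tg2576 DHA replicate 1, 347 without Tg2576 vehicle replicate 2 and 247 without Tg2576 vehicle replicate 1. It was 95 without Tg2576 DHA replicate 3, 90 without WT DHA replicate 4 and 87 without WT vehicle replicate 1. Sertad1 (ENSMUSG00000008384.8, chromosome 7, 27486910 to 27490316) had the lowest p of the interaction. Its level was 6.69 ± 0.492 CPM (SD, n = 4) in WT vehicle and 9.85 ± 0.837 (SD, n = 4) in WT DHA mice. In Tg2576 mice it was 10.7 ± 1.18 CPM (SD, n = 4) with vehicle and 7.70 ± 1.32 (SD, n = 3) with DHA. The log2 fold change of the interaction was -1.02 (standard error 0.200, adjusted p = 0.845). Under the other settings this adjusted p ranged from 0.0103 (DESeq2) to 0.961, and from 0.237 to 0.993 with each mouse left out in turn.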

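The levels of Sec14l5, Sspo, Nr4a2, Cbln4, Lefty2 and Prss8 were compared between DHA and vehicle within each genotype. Sec14l5 (ENSMUSG00000091712.2, chromosome 16, 5147109 to 5187271) was at 55.3 ± 2.63 CPM (SD, n = 4) in WT vehicle and 45.2 ± 5.33 (SD, n = 4) in WT DHA mice. It was at 59.2 ± 7.19 CPM (SD, n = 4) in Tg2576 vehicle and 43.2 ± 2.49 (SD, n = 3) in Tg2576 DHA mice. The log2 fold changes were -0.29 (standard error 0.0993) in WT and -0.45 (standard error 0.108) in Tg2576 mice. Sspo (ENSMUSG00000029797.13, chromosome 6, 48448229 to 48501250) fell from 5.98 ± 1.34 to 3.57 ± 0.561 CPM (SD, n = 4 and n = 4) in WT mice. In Tg2576 mice it fell from 6.38 ± 1.25 to 3.84 ± 0.443 CPM (SD, n = 4 and n = 3). Its log2 fold changes were -0.75 (standard error 0.199) and -0.73 (standard error 0.216).

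Nr4a2 (ENSMUSG00000026826.13, chromosome 2, 57106830 to 57124003) rose from 50.3 ± 6.37 to 72.8 ± 10.5 CPM in WT mice and from 44.9 ± 12.7 to 68.1 ± 6.70 CPM in Tg2576 mice. Cbln4 (ENSMUSG00000067578.3, chromosome 2, 172036233 to 172043466) rose from 10.3 ± 0.699 to 22.1 ± 4.40 CPM and from 11.1 ± 6.44 to 19.7 ± 4.38 CPM. The log2 fold changes in WT and Tg2576 mice were 0.53 (standard error 0.163) and 0.60 (standard error 0.175) for Nr4a2, and 1.10 (standard error 0.285) and 0.83 (standard error 0.303) for Cbln4. Lefty2 (ENSMUSG00000066652.5, chromosome 1, 180893108 to 180899103) and Prss8 (ENSMUSG00000030800.10, chromosome 7, 127925716 to 127930104) were near the lower limit of detection. The mice had 8 to 83 reads on Lefty2 and 2 to 48 reads on Prss8. The log2 fold changes of Lefty2 were 1.33 (standard error 0.413) and 1.08 (standard error 0.425), and those of Prss8 were 1.73 (standard error 0.570) and 1.72 (standard error 0.615).

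In WT mice the unadjusted p of the edgeR test was under 0.01 for all 6 genes, from 0.00149 (Sspo and Cbln4) to 0.00910 (Sec14l5), and the adjusted p from 0.533 to 0.700. In Tg2576 mice the unadjusted p was 5.7e-04 for Sec14l5, 0.00343 for Sspo and 0.00320 for Nr4a2. It was 0.0154 for Cbln4, 0.0209 for Lefty2 and 0.0121 for Prss8, and the adjusted p was 0.999 for all 6 genes. The DHA and vehicle groups of WT mice did not overlap for any of these genes but Prss8 (exact permutation p = 0.0571, against 0.0286 for the other genes). In Tg2576 mice they did not overlap for Sec14l5, Sspo, Lefty2 and Prss8 (exact permutation p = 0.0571, the smallest possible), and overlapped for Nr4a2 and Cbln4 (exact permutation p = 0.114). The interaction with genotype had a log2 fold change of -0.27 for Cbln4, -0.25 for Lefty2 and -0.00815 for Prss8 (adjusted p = 0.909, 0.951 and 0.999). With limma-voom in place of edgeR, the unadjusted p in Tg2576 mice was 0.00528 for Cbln4, 0.00481 for Lefty2 and 0.00481 for Prss8. Cbln4 also passed there with DESeq2 and with the replicate number as a block, and Prss8 with DESeq2, without a filter on low counts and with an offset for GC content. Nr4a2 no longer passed in Tg2576 mice when only the 2 groups compared were fitted (0.0106). Sec14l5 no longer passed in WT mice with the block, with an offset for gene length or with 1 surrogate variable (0.0109 to 0.0210).

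Sec14l5 in WT mice lost an unadjusted p under 0.01 in 11 of the 15 fits that left out 1 mouse each, and its p was 0.0481 without WT DHA replicate 1. In Tg2576 mice the p of Cbln4 was 6.6e-06 without Tg2576 vehicle replicate 2 and 0.0726 without Tg2576 vehicle replicate 4. Without Tg2576 DHA replicate 3 it was 0.00957. The p of Nr4a2 in WT mice rose to 0.0116 without WT vehicle replicate 2, 0.0184 without WT vehicle replicate 3 and 0.0211 without WT DHA replicate 2. In Tg2576 mice it rose to 0.0101 without Tg2576 vehicle replicate 3, 0.0163 without Tg2576 DHA replicate 2 and 0.0114 without Tg2576 DHA replicate 3. The p of Sspo in Tg2576 mice rose to 0.0122, 0.0131 and 0.0180 in these same fits. For Lefty2 the p in WT mice was 0.0178 without WT vehicle replicate 1, 0.0183 without WT vehicle replicate 3 and 0.0169 without WT DHA replicate 3, and in Tg2576 mice 0.00984 without Tg2576 vehicle replicate 3. Prss8 lost a p under 0.01 in WT mice in 6 of these fits, up to 0.0240 without WT vehicle replicate 4. In Tg2576 mice it had 0.00604 without WT vehicle replicate 1, 0.00416 without WT vehicle replicate 3 and 0.00387 without Tg2576 vehicle replicate 1. The direction of the 6 genes was the same in all of these fits.

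**Figure D1:**
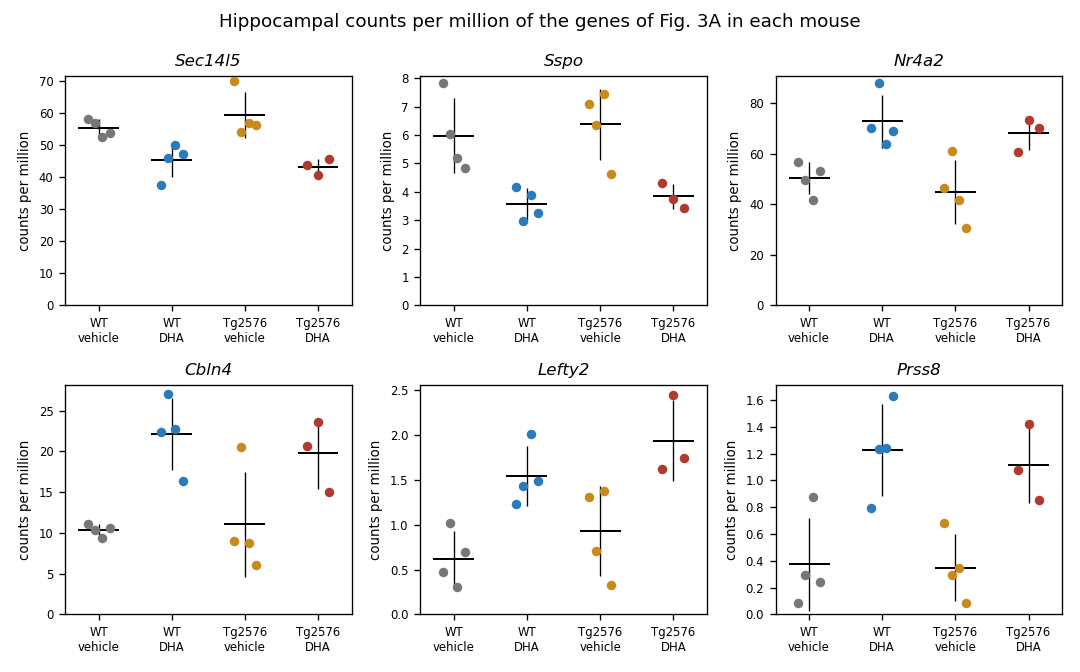
Levels (CPM) of Sec14l5, Sspo, Nr4a2, Cbln4, Lefty2 and Prss8 (y axis) in each mouse (points) of the WT vehicle, WT DHA, Tg2576 vehicle and Tg2576 DHA groups (x axis). Horizontal bars are group means and vertical bars the SD; Cbln4 is at 22.1 in WT DHA and 10.3 in WT vehicle mice on average.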

Among the similarly modified genes upon DHA treatment, Sec14l5 (SEC14 like lipid binding 5) and SSPO (subcommissural organ-spondin) genes were downregulated, while Nr4a2 (nuclear subfamily receptor 4 member 2), Cbln4 (cerebellin 4 precursor), Lefty2 (left–right determination factor 2) and Prss8 (serine protease 8) were upregulated (Figure 3A).

Regarding downregulated genes, while no studies have linked Sec14l5 with synaptogenesis, SESTD1, a phospholipid-binding protein containing a lipid-binding SEC14-like domain, seems to negatively regulate dendritic spine density in cultured hippocampal neurons [33]. Nevertheless, SSPO, which is a multidomain protein of the extracellular matrix, has already been involved in neuronal survival and neurite extension [34]. Among upregulated genes upon DHA treatment, two were of special interest. On the one hand, Cbln4 is a member of a small family of secreted synaptic proteins that seems to play an essential role in the formation and maintenance of inhibitory GABAergic connections. Interestingly, Chacón et al. stated that Cbln4 expression was significantly decreased in the hippocampus of a mouse model of AD and that its overexpression in cultured hippocampal neurons rescued neurons from Aß-induced death, which suggests a therapeutic potential for Cbln4 in AD [35]. On the other hand, recent studies have also pointed out a role for the transcription factor Nr4a2 in hippocampal synaptic plasticity and cognitive function [36]. It seems that by regulating the neural networks required for memory formation and consolidation, transcription factors act as pivotal players underlying synaptic plasticity. Taking this into consideration, Nr4a2 was next validated by quantitative real-time PCR (qRT-PCR) (Figure 3B). 

A two-way ANOVA showed a main effect of treatment (F(1,39) = 9.45, *p* < 0.01), but not for genotype nor interaction. Tukey’s multiple comparison tests revealed that Nr4a2 was significantly increased in Tg2576-DHA-treated mice when compared to WT (*p* < 0.05) or Tg2576 vehicle-treated (*p* < 0.05) mice, suggesting that this transcription factor could be a central key player, through which DHA may regulate gene expression profiles upstream of certain synaptic therapeutic targets. 

### 2.5. Predictive Activation Profile of Pathways and Neuronal Functions upon DHA Treatment

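Both comparisons between genotypes were repeated from the counts, while the knowledge base of IPA was not used. Under vehicle, 604 genes differed between Tg2576 and WT mice at p under 0.01 (226 higher and 378 lower in Tg2576 mice). Under DHA, 342 genes differed (208 higher and 134 lower). An adjusted p under 0.05 was reached by 3 genes under vehicle and by 1 gene under DHA, beside 2100 and 1341 genes with an unadjusted p under 0.05. The balance of directions depended on the scaling and the fit. With library sizes alone, 303 genes were higher and 269 lower under vehicle, and 271 higher and 72 lower under DHA. With 1 surrogate variable, 270 were higher and 357 lower under DHA. Without Tg2576 vehicle replicate 4, 205 were higher and 195 lower under vehicle. Among all genes tested, the groups did not overlap for 5.16% under vehicle (2.86% by chance) and for 8.57% under DHA (5.71% by chance). The same direction at p under 0.01 under vehicle and DHA was found for 58 genes and the opposite direction for 0 genes. Of the 604 genes called under vehicle, 546 were not called under DHA. Of these 546, 65 had a p under 0.01 for the interaction of genotype and DHA. The same vehicle mice enter both tests, so this choice by itself favours interaction calls. Simulations without any interaction gave a median of 57 such genes (44 to 71) with the fitted effects. With shrunken effects they gave 45 (34 to 57). The median shares of the genes not called were 8.21% and 16.9%, against 11.9% here. Because the real share lies between them, this selection and an effect of DHA cannot be told apart. Among the other settings, the vehicle count moved most with DESeq2 (825 genes) and the DHA count with 1 surrogate variable in the fit (627 genes). The vehicle count was 965 without Tg2576 vehicle replicate 1, 400 without Tg2576 vehicle replicate 4, 399 without Tg2576 vehicle replicate 3, 377 without WT vehicle replicate 1 and 312 without WT vehicle replicate 2. The DHA count was 190 without WT DHA replicate 4 and 222 without Tg2576 DHA replicate 3.

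App (ENSMUSG00000022892.11, chromosome 16, 84949685 to 85173766), the gene of the amyloid precursor protein, was at 1702 ± 86.5 CPM (SD, n = 4) in WT vehicle and 2342 ± 221 (SD, n = 4) in Tg2576 vehicle mice. It was at 1641 ± 64.3 CPM (SD, n = 4) in WT DHA and 2542 ± 251 (SD, n = 3) in Tg2576 DHA mice. The counts do not separate reads of the human transgene from those of the mouse gene. The log2 fold change was 0.46 under vehicle (standard error 0.0850, adjusted p = 0.0766, exact permutation p = 0.0286) and 0.63 under DHA (standard error 0.0910, adjusted p = 0.0416, exact permutation p = 0.0571). Every Tg2576 mouse had a higher level than every WT mouse. Over the other settings and the fits that left out 1 mouse, the adjusted p ranged from 1.0e-04 to 0.320 under vehicle and from 1.2e-07 to 0.764 under DHA. The interaction had a log2 fold change of 0.17 (adjusted p = 0.846).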

Subsequently, based on transcriptomic datasets, we performed a systems biology analysis using Ingenuity Pathway Analysis (IPA) software to identify differentially regulated canonical pathways between vehicle-treated mice (Tg2576 vs. WT) and DHA-treated mice (Tg2576 vs. WT) (Figure 4A). 

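The lists of genes drawn for these pathways in Figure 4B,C were set against the counts. The study chose these genes from the same mice, by their difference between genotypes, so their values are not independent evidence. For the synaptogenesis signaling list (34 genes) the median log2 fold change between Tg2576 and WT mice was -0.46 under vehicle and -0.00984 under DHA. A p under 0.01 was reached by 19 of its genes under vehicle (16 lower and 3 higher in Tg2576 mice) and by 4 under DHA, and the interaction passed for 2. Ephb2 (ENSMUSG00000028664.14) had the lowest p of the list under vehicle, with a log2 fold change of -0.59 under vehicle (adjusted p = 0.0766) and -0.29 under DHA (adjusted p = 0.656), and an interaction of 0.30 (adjusted p = 0.845). For the calcium signaling list, 14 genes could be tested, and the median was -0.49 under vehicle and 0.0470 under DHA. It had 5 genes with a p under 0.01 under vehicle, 0 under DHA and 0 in the interaction. For the CREB signaling list (55 genes tested) the median was -0.0271 under vehicle and 0.18 under DHA, since the list holds genes of both directions. Under vehicle, 30 of its genes were lower and 25 higher in Tg2576 mice, with 7 of each at p under 0.01. Under DHA, 17 were lower and 38 higher, with 11 genes at p under 0.01. In the interaction 1 gene passed. The median of the interaction was 0.40 for synaptogenesis, 0.44 for calcium and 0.39 for CREB signaling. Over all genes tested, the median interaction was 0.00426.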

Interestingly, the synaptogenesis signaling pathway, CREB signaling in neurons and calcium signaling pathways were among the inhibited pathways in the Tg2576 vs. WT (vehicle) mice, and they were partially rescued upon DHA treatment (Figure 4A,B). The focal adhesion kinase (FAK) signaling pathway, which has been described as regulating neuronal growth, synaptic plasticity and hippocampus-dependent learning and memory [37], was one of the signaling routes that tended to be activated upon DHA treatment (Figure 4A,B). Likewise, STAT3 and G alpha 12/13 signaling pathways, which have been reported to be involved in synaptic plasticity [38], and in neuronal migration, axonal guidance and neurotransmitter release [39], respectively, were also among the significant predictive inhibited pathways in the Tg2576 mice compared to WT mice (untreated), and they became activated upon DHA treatment (Figure 4A,C). 

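Of the genes drawn for FAK signaling, 66 could be tested. Their median log2 fold change between Tg2576 and WT mice was 0.0652 under vehicle and 0.47 under DHA. Under DHA, 51 of them were higher and 15 lower in Tg2576 mice, and 16 had a p under 0.01 (14 higher). Under vehicle, 36 were higher and 30 lower, and 14 had a p under 0.01 (9 higher). The interaction had a median of 0.39 and a p under 0.01 for 3 genes. Hcar2 (ENSMUSG00000045502.6) had the lowest p under DHA, with a log2 fold change of 1.54 under vehicle (adjusted p = 0.224) and 2.30 under DHA (adjusted p = 0.369), and an interaction of 0.76 (adjusted p = 0.854). Between Tg2576 DHA and Tg2576 vehicle mice, the median of the list was 0.17, and 0 of its genes had a p under 0.01. Between WT DHA and WT vehicle mice, the median was -0.19, 45 of the genes were lower, and 9 had a p under 0.01 (4 lower and 5 higher).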

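For the STAT3 list, 14 genes could be tested, with a median log2 fold change between Tg2576 and WT mice of 0.0820 under vehicle and 0.53 under DHA. At p under 0.01 there were 3 genes under vehicle, all higher in Tg2576 mice, and 3 genes under DHA, also all higher. The interaction had a median of 0.37 and passed for 1 gene. For the G alpha 12/13 list (12 genes tested) the median was -0.0979 under vehicle and 0.15 under DHA. Of these genes, 6 had a p under 0.01 under vehicle (5 lower and 1 higher) and 0 under DHA. The interaction had a median of 0.23 and passed for 2 genes. Cdh11 (ENSMUSG00000031673.6) had the lowest p under vehicle in this list. Its log2 fold change was -0.52 under vehicle (adjusted p = 0.170) and 0.0154 under DHA (adjusted p = 0.989), with an interaction of 0.53 (adjusted p = 0.845). Figure 4C draws 6 of the tested STAT3 genes as higher under DHA only, and these had a median of 0.0400 under vehicle and 0.61 under DHA. The z-scores of IPA weigh each gene by its known direction in a pathway and were not computed here.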

Changes in the morphology and density of dendritic spines are believed to be crucial for maintaining synaptic function and plasticity. Thus, these predictions, based on differential transcriptomic fingerprints, together with behavioral data and with the dendritic spine density analysis (Figure 1), indicate that DHA treatment is able to partially ameliorate fear memory deficits of Tg2576 mice through the reactivation of these pathways. Nonetheless, in WT animals with a preserved memory function, no enhancement of memory or significant increase in spine density was appreciated.

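For the functions of Figure 5B, the difference between Tg2576 and WT mice had a median log2 fold change under vehicle of -0.43 for long-term potentiation (30 genes tested) and -0.44 for neuritogenesis (75 genes). It was -0.43 for branching of neurites (38 genes), -0.44 for density of dendritic spines (16 genes) and -0.46 for outgrowth of axons (12 genes). Under DHA the medians of these lists, in the same order, were 0.0264, 0.00517, 0.0401, -0.0269 and 0.0158. The lists share genes, which were drawn by the study from these mice. Under vehicle, 15, 36, 14, 9 and 8 genes of these lists had a p under 0.01, and under DHA 2, 2, 1, 1 and 3 genes. The interaction had a p under 0.01 for 2, 4, 1, 1 and 0 genes. In the neuritogenesis list, Zeb2 (ENSMUSG00000026872.18) had a log2 fold change of -0.60 under vehicle (adjusted p = 0.0855) and 0.00149 under DHA (adjusted p = 0.999), with an interaction of 0.60 (adjusted p = 0.845). Dock10 (ENSMUSG00000038608.15) had -0.56 under vehicle (adjusted p = 0.0966) and -0.0286 under DHA (adjusted p = 0.979), with an interaction of 0.54 (adjusted p = 0.845).

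Figures 4 and 5 together draw 114 genes as lower in Tg2576 mice under vehicle only, and 112 of them could be tested. All 112 were lower under vehicle, with a median of -0.52, and 51 had a p under 0.01. Under DHA the median was -0.0273 and 0 genes had a p under 0.01. The interaction was above 0 for all 112 genes, with a median of 0.49, and 7 of them had a p under 0.01. The fits that each left out 1 mouse gave medians from -0.58 to -0.41 under vehicle and from -0.13 to 0.10 under DHA. Under DHA the median was 0.10 without Tg2576 DHA replicate 1 and -0.13 without Tg2576 DHA replicate 3. The SD between mice of these medians was 0.205 under vehicle and 0.198 under DHA. Between WT DHA and WT vehicle mice, 4 of the 112 genes were higher and the others lower (median -0.27, 10 genes at p under 0.01). Between Tg2576 DHA and Tg2576 vehicle mice, 103 of them were higher (median 0.24, 0 genes at p under 0.01). The study chose these genes on the same mice, as lower under vehicle only. That choice by itself favours an interaction above 0 and these directions, so they are not independent evidence of an effect of DHA.

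**Figure D2:**
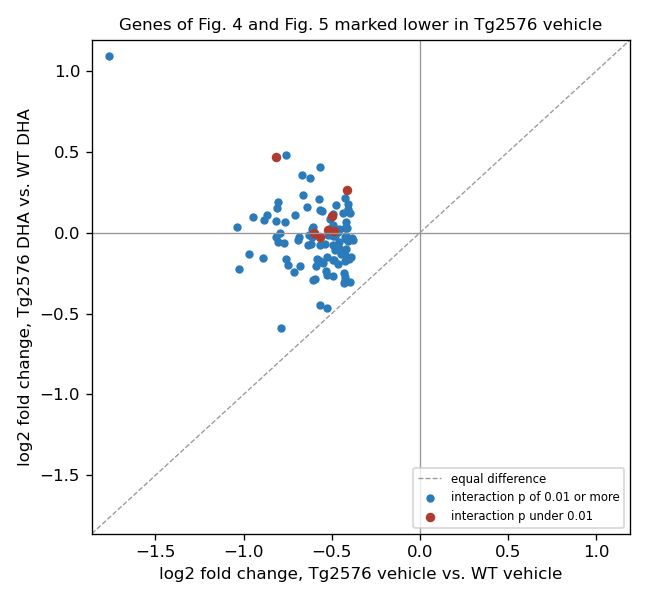
Log2 fold change between Tg2576 and WT mice under vehicle (x axis) and under DHA (y axis) for the 112 genes that Figures 4 and 5 draw as lower in Tg2576 mice under vehicle only. Each point is a gene, the dashed line marks an equal difference, and the 7 red points have an interaction p under 0.01. The study chose the genes on these mice, which by itself favours points above the dashed line.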

Similar results were obtained when the predictive analysis was focused on neuronal function (Figure 5A), since long-term potentiation, neuritogenesis, the branching of neurites, the density of dendritic spines or the outgrowth of axons were among the activated biofunctions with DHA treatment (Figure 5A,B). The activation of these biofunctions mainly support the regulation of spine density observed at the CA1 pyramidal neurons of the hippocampus of DHA-treated Tg2576 mice. These results, as many authors have already suggested, reinforce the concept that DHA could exert its beneficial effects on AD-mice via neuroplasticity enhancement [40].

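The lists drawn for cell viability of neurons (33 genes tested) and apoptosis of neurons (41 genes tested) had median log2 fold changes between Tg2576 and WT mice of -0.53 and -0.52 under vehicle. Under DHA the medians were 0.0326 and -3.3e-04. Under vehicle 11 and 14 of these genes had a p under 0.01, under DHA 1 and 2, and in the interaction 1 gene of each list. Both lists hold the same 16 gamma protocadherins, which lie side by side on chromosome 18 (37674307 to 37841873). Their median was -0.68 under vehicle and 0.00445 under DHA, with 3, 0 and 0 genes at p under 0.01 under vehicle, under DHA and in the interaction. Within groups these neighbouring genes rose and fell together, with a median pairwise correlation across the 15 mice of 0.727, against -0.0333 for random genes of similar level. Without them, 8 and 16 genes of the lists remained among those drawn as lower under vehicle, with medians of -0.48 and -0.49.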

Strikingly, other specific functions that seemed to be associated with DHA treatment were “cell viability of neurons” and “apoptosis of neurons”, suggesting a plausible neuroprotective role of DHA (Figure 5A,B).

### 2.6. Mechanistic Hypothesis of DHA Based on Differential Transcriptomic Profiling between Vehicle-Treated Mice (Tg2576 vs. WT) and DHA-Treated Mice (Tg2576 vs. WT)

Based on differential transcriptomic profiling obtained from vehicle-treated (Tg2576 vs. WT) (Figure 6A) and DHA-treated (Tg2576 vs. WT) mice, together with the IPA knowledgebase, a mechanistic hypothesis for DHA was generated. 

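Several nodes of the network in Figure 6 are genes whose own level was measured. Between Tg2576 and WT mice, the log2 fold changes under vehicle and under DHA were 0.52 and 0.29 for Tgfb1 (exact permutation p = 0.143 and 0.229), 0.53 and 0.59 for C1qa (exact permutation p = 0.0571 and 0.171), and 0.48 and 0.43 for Irgm1 (exact permutation p = 0.0286 and 0.0571). Mapt had -0.18 and -0.14 (exact permutation p = 0.0286 and 0.0571). Igf1 had 0.17 and 0.57 (exact permutation p = 0.686 and 0.0571). Csf1 had 0.10 under both treatments (exact permutation p = 0.571 and 0.343). Esr1 had -0.23 and 0.28 (exact permutation p = 0.343 and 0.686), and Zfp106 had -0.21 and -0.0397 (exact permutation p = 0.200 and 0.800). The adjusted p of the edgeR test lay between 0.299 (Irgm1 under vehicle) and 0.970 (Zfp106 under DHA). Of these 8 genes, only Irgm1 under vehicle had an unadjusted p under 0.01, and its interaction with DHA was -0.0512 (adjusted p = 0.974). The adjusted p of the interaction was from 0.854 (Igf1 and Esr1) to 0.997 (Csf1) for these 8 genes. Ifng was counted at 0 reads in all 15 mice. IPA infers the activity of a node from its targets, so the level of the node itself is another measure. Without Tg2576 vehicle replicate 1, the unadjusted p under vehicle was 2.0e-04 for Tgfb1, 0.00821 for C1qa and 0.0230 for Irgm1, and the log2 fold change of Igf1 turned to -0.0496. Igf1 also turned without WT vehicle replicate 3, to -0.00505. Without Tg2576 DHA replicate 2, the p of C1qa was 0.00196 under vehicle and 1.5e-04 under DHA, and without WT DHA replicate 4 it was 0.00503 under DHA. Irgm1 passed 0.01 under DHA without WT vehicle replicate 2 (0.00933) and lost it under vehicle in 5 of the 15 fits with 1 mouse left out, up to 0.0244 in that same fit. Esr1 under DHA turned to -0.13 without Tg2576 DHA replicate 3. Zfp106 under DHA turned to 0.0776 without Tg2576 DHA replicate 1 and to 0.00357 without WT DHA replicate 1. With DESeq2, Tgfb1, C1qa and Mapt also passed 0.01 under vehicle. C1qa passed under DHA with DESeq2, library sizes alone, the replicate block, the length or GC offset and the surrogate variable (0.00216 to 0.00915). When only the 2 groups compared were fitted, C1qa passed under vehicle (0.00184) and Irgm1 no longer did (0.0129).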

Functional networks using a precomputed table containing inferred relationships between molecules, functions, diseases and pathways were used to score them with a machine learning algorithm operating on prior fundamental knowledge. The most significantly activated (in orange; positive Z-score) or inhibited (in blue; negative z-score) upstream regulators, diseases, functions and pathways highly related to the differential RNA-seq datasets were used to create the mechanistic networks (Figure 6). 

Intriguingly, and in accordance with previous analysis (Figure 4 and Figure 5), important pathways related to synaptic plasticity, such as branching of neurites, long-term potentiation, and quantity of synaptic vesicles that were significantly inhibited in Tg2576 vehicle-treated mice when compared with WT vehicle-treated mice (Figure 6A), did not significantly change between Tg2576 and WT DHA-treated mice. These results support the idea that DHA may trigger the induction of neurite development, synaptogenesis and expression of plasticity-related genes, and that it could be considered as a potential therapeutic compound to prevent and/or even slow down AD progression. 

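The network functions were set beside a list of 46 synaptic genes written before the data were examined, of which the study also drew 4 (among them Grin2b, Grm5 and Stx1a). Its median log2 fold change between Tg2576 and WT mice was -0.16 under vehicle, with 38 of 46 genes lower in Tg2576 mice, and -0.0884 under DHA, with 31 lower. All 4 Tg2576 vehicle mice and 2 of the 3 Tg2576 DHA mice lay below the mean of the WT mice of the same treatment. The camera test of limma with an inter-gene correlation of 0.01 gave an adjusted p = 4.3e-05 under vehicle and an adjusted p = 0.00367 under DHA, adjusted over 90 tests. Neither call held with fry or with an estimated correlation. Under DHA the camera call was lost without Tg2576 DHA replicate 1 (median -0.0262). The interaction, which tests the change of this difference with DHA, had a median of 0.0384 (adjusted p = 0.447). It was reversed in 3 of the 15 fits that left out 1 mouse. The median was -0.0178 without WT vehicle replicate 2, -0.00158 without WT DHA replicate 3 and -0.00538 without Tg2576 DHA replicate 3. Without Tg2576 DHA replicate 1 it was 0.0824, with a camera p under 0.05, and without Tg2576 DHA replicate 2 it was 0.00132. It was also below 0 with the length offset (-0.0521), with this offset and the block (-0.0487) and with the surrogate variable (-0.0295). Bdnf (ENSMUSG00000048482.14) had a log2 fold change of -0.46 under vehicle (standard error 0.156, adjusted p = 0.312, exact permutation p = 0.0571) and -0.0962 under DHA (adjusted p = 0.940, exact permutation p = 0.514), with an interaction of 0.36 (adjusted p = 0.845). Its unadjusted p under vehicle rose from 0.00874 to above 0.01 in 11 of the 15 fits with 1 mouse left out, to 0.0310 without Tg2576 vehicle replicate 1. It also did so with library sizes alone, with the fit of only the 2 groups compared, with the block, with the length offset and with the surrogate variable (0.01005 to 0.0238).

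From the inhibition of these functions under vehicle and the lack of a significant change under DHA, the paper proposes that DHA may trigger the induction of neurite development, synaptogenesis and the expression of plasticity-related genes.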

The mechanistic hypothesis generated also indicated that the beneficial effect of DHA may also be mediated by its action through inflammatory markers. Specifically, it showed that the activation of TREM signalling in Tg vs. WT mice (Figure 6A) was alleviated with DHA (Figure 6B), while the activation of neuroinflammatory markers such as ILβ and TNFα (Figure 6A) was not observed upon DHA treatment (Figure 6B). It should be noted that these results correlate with the analysis of RT-qPCR neuroinflammatory markers (Figure 2), thus supporting the proposed mechanistic hypothesis. 

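Trem2 (ENSMUSG00000023992.14, chromosome 17, 48346401 to 48354147) was at 15.4 ± 2.50 CPM (SD, n = 4) in WT vehicle and 29.3 ± 14.2 (SD, n = 4) in Tg2576 vehicle mice. It was at 13.9 ± 5.12 CPM (SD, n = 4) in WT DHA and 27.6 ± 12.5 (SD, n = 3) in Tg2576 DHA mice. The log2 fold change between genotypes was 0.94 under vehicle (standard error 0.420, adjusted p = 0.448, exact permutation p = 0.143) and 0.99 under DHA (standard error 0.450, adjusted p = 0.719, exact permutation p = 0.114). Without Tg2576 vehicle replicate 1, whose level was far below that of the other Tg2576 vehicle mice, the unadjusted p was 0.00131 under vehicle and 0.00666 under DHA. Between Tg2576 DHA and Tg2576 vehicle mice the log2 fold change was -0.0938 (adjusted p = 0.999, exact permutation p = 0.971), and it turned to 0.24 without Tg2576 DHA replicate 2 and 0.12 without Tg2576 vehicle replicate 3, and to between 0.11 and 0.16 with the block or the surrogate variable. The interaction was 0.0488 (adjusted p = 0.992). It lay between -0.25 (without Tg2576 DHA replicate 1) and 0.37 (without Tg2576 DHA replicate 2) in the fits that left out 1 mouse each, and 7 of these 15 fits reversed its direction. Cd68 (ENSMUSG00000018774.13) was 0.85 higher on the log2 scale in Tg2576 than in WT mice under vehicle (adjusted p = 0.162) and 1.13 higher under DHA (adjusted p = 0.179), with no overlap of the genotypes. Its interaction was 0.28 (adjusted p = 0.868). Between Tg2576 DHA and Tg2576 vehicle mice it had a log2 fold change of -0.0177 (adjusted p = 0.999, exact permutation p = 0.971), which turned to 0.16 without Tg2576 DHA replicate 2, 0.11 without Tg2576 vehicle replicate 4 and 0.0690 without Tg2576 vehicle replicate 3, and to between 0.00394 and 0.11 with the block, the offsets or the surrogate variable.

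A list of 22 plaque-associated microglial genes, which holds Trem2 and Cd68 and of which the study drew 2 (Trem2 and Itgax), had a median of 0.43 under vehicle (camera, adjusted p = 1.2e-08) and 0.66 under DHA (adjusted p = 1.3e-16). Both calls held with fry and with an estimated correlation, at a p under 0.05. In each comparison 20 of the 22 genes were higher in Tg2576 mice, as was the list in 3 of 4 mice under vehicle and 3 of 3 under DHA. The median of the interaction was 0.11 (camera, adjusted p = 0.164, fry p 0.498, camera p with an estimated correlation 0.516). It was -0.00435 without Tg2576 vehicle replicate 1, and its camera p fell below 0.05 in 7 of the 15 fits that left out 1 mouse, with the largest median of these fits, 0.28, without Tg2576 DHA replicate 2. It also fell below 0.05 with the block, either offset or the surrogate variable (medians from 0.14 to 0.315). These camera calls assume an inter-gene correlation of 0.01, while the genes of the list had a median pairwise r of 0.41 within groups. Between Tg2576 DHA and Tg2576 vehicle mice the median was -0.0118 (adjusted p = 0.753). Il1b (ENSMUSG00000027398.13) had 4 to 24 reads per mouse. Its log2 fold change between genotypes was 1.04 under vehicle (standard error 0.448, adjusted p = 0.415, exact permutation p = 0.0286) and 1.40 under DHA (standard error 0.495, adjusted p = 0.586, exact permutation p = 0.0571), with an interaction of 0.37 (adjusted p = 0.927). Its unadjusted p under DHA was 0.0113, and fell to 0.00874 without WT vehicle replicate 3 and 0.00881 without Tg2576 vehicle replicate 4. It was also under 0.01 with library sizes alone (0.00917), limma-voom (0.00906) and dispersions without the robust option (0.00980). Tnf had 0 to 12 reads per mouse and was too low to be tested.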

## 3. Discussion

DHA is the main structural n-3 fatty acid in the brain and is essential for a functional nervous system. The benefits of DHA intake on cognitive function are widely recognized. Notwithstanding, the positive effect seems more convincing in healthy adults with a mild memory complaint than in diagnosed AD patients, rather indicating the role of prevention [2,41]. Even so, some studies fail to demonstrate a protective effect of fatty acid intake against the development of mild cognitive impairment [42,43]. An interaction between the stage of the disease and the ApoE genotype may explain the inconsistent results obtained with DHA supplementation. In fact, it has been suggested that APOE4 carriers showed a higher peripheral DHA catabolism that can limit DHA availability to the brain [9,44,45,46]. On the other hand, where long-term DHA supplementation may slow cognitive decline in an early prodromal stage of dementia, it would not affect memory decline in an advanced stage of AD [47]. 

Similar beneficial effects for DHA on different AD models have been described [2,23,27]. However, the evidence is still far from convincing, since many other studies have failed to corroborate those results [48,49]. The disagreement in the outcomes may be due to disparity in the duration and dosage of the treatment and/or the different animal models used. It is important to highlight that the greatest benefits have been observed when treatment begins before the onset of symptoms. In addition, similarly to humans, it has been found that APOE4 mice showed a lower brain DHA uptake than APOE2 and APOE3 mice [50].

As a result, it can be said that further studies that are also focused on elucidating the molecular mechanisms underlying the potential beneficial effect of DHA on memory function are required. Considering that, in most of the studies carried out with rodents, DHA was administered as a supplement in the water or pellets, without controlling the amount of DHA intake in the diet, we decided to perform a more rigorous study using a controlled high dose of DHA and an AD mouse model with a well-established phenotype. Furthermore, in order to gain insight into the main pathways involved in the beneficial effect of DHA, an RNA-seq analysis of the hippocampi of DHA-treated mice vs. vehicle-treated mice (Tg2576 and WT mice) was undertaken. Our results confirmed a slight, but significant protective effect of DHA, that seems to be mediated by an enhancement of the formation of synaptic contacts. However, our treatment regimen was not capable of reducing the amyloid pathology or the neuroinflammation that accompanies this condition. This is partially consistent with the study by Hooijmans et al., that found a decrease in the amount of vascular Aβ but no changes in brain parenchymal Aβ accumulation in APP/PS1 mice receiving a DHA-enriched diet [30].

In contrast, other studies reported a significant reduction in amyloid deposition after DHA supplementation. Specifically, in a study similar to this one, in which DHA was administered over 5 months to Tg2576 mice, DHA was able to reduce Aβ_42_ accumulation by decreasing APP processing [24]. Accordingly, similar results were reported when DHA was administered to APP/PS1 [25,26,51] or 3xTg [52] mice; but again, in each of these studies, the treatment regimen was much longer (from at least 4 to 12 months). Our results indicate that a 5-week DHA treatment ameliorates fear memory deficits in aged Tg2576 mice; however, the duration of the treatment was probably not long enough to have an impact on amyloid pathology. Thus, taking into consideration that no changes in amyloid were observed, but an enhancement of memory function and an increase in dendritic spines were appreciated upon DHA treatment, we could suggest that: (i) DHA seems to restore synaptic pathology without affecting amyloid burden, and (ii) despite the important amyloid burden present in the brain of 18-month-old Tg2576 mice, memory function could be ameliorated. In any case, it is also important to indicate that this 5-week DHA treatment was not sufficient to restore the severe spatial memory deficits of aged Tg2576 mice (see MWM data in Figure 1B). Accordingly, previous studies using therapeutic interventions have also showed different outcomes in the contextual fear memory and MWM behavioral tests [53,54]. It should be noted that the hippocampus is a key region in navigation and spatial learning [55], but it is also essential for remembering aversive contexts [56]. However, these two behavioral tasks show varying sensitivity and, more importantly, seem to engage task-specific neurons with different key molecular players. Specifically, in our case, the increase in CA1 dendritic spine density upon DHA supplementation observed in aged-Tg2576 mice seem to underly fear memory restoration but not spatial memory impairment. In contrast with other studies [57], it may seem shocking that, although there is a trend, no significant differences in dendritic spine density were observed between WT and Tg2576 vehicle groups (*p* = 0.06, Figure 1D). Nonetheless, this is probably because there is an age-dependent regression of the spine density (mice were approximately 22 months old) that makes it lose significance when comparing the wild-type group with the transgenic group [58,59].

These conclusions were, in part confirmed by the RNA-seq analysis. On one hand, the analysis demonstrated that the Tg2576 model had a clear AD phenotype with memory loss, abundant amyloid pathology and synaptic loss compared to age-matched wild-type mice. On the other hand, the analysis showed that, unlike the Tg2576 vehicle group, the Tg2576 DHA-treated group did not show significant differences in synaptic pathology compared to wild-type mice receiving the same treatment. Neuroinflammation and/or APP-related pathways, however, seemed to be unaltered upon DHA treatment. Similarly, the bioinformatic predictive analysis of the transcriptomic datasets using IPA also demonstrated that, upon DHA treatment, activated pathways and neuronal functions related to synaptogenesis, neuritogenesis, the branching of neurites, the density of dendritic spines and the outgrowth of axons were activated, in addition to the activation of CREB and calcium signaling pathways. These results shed light on the molecular mechanisms by which DHA restored dendritic spines loss and improved memory in Tg2576 mice. In accordance with this, previous studies have already described that DHA supplementation significantly affects hippocampal neuronal development and synaptic function by inducing neurite growth, synaptogenesis, synapsin and glutamate receptor expression [60,61]. In the same way, its deprivation during development seems to decrease synapsins and glutamate receptor subunits and alter long-term potentiation in 18-day-old pups [61]. It is important to highlight that our results are in accordance with previous studies reporting that DHA is highly enriched in synapses and that it plays an important role in the expression of many synaptic essential proteins for the integrity of excitatory synapses such as drebrin and postsynaptic density protein 95 (PSD-95) [21,62]. Moreover, it should be noted that the activation of the BDNF pathway, which was also observed to be activated in our IPA analysis upon DHA treatment, had been previously observed to be modulated by DHA after brain trauma [63]. In this sense, our study serves to molecularly confirm and validate some of the beneficial effects already observed with DHA and to point towards specific synaptic pathways underlying its beneficial effect.

Taking all these data together and considering that, in prodromal AD patients, synapse loss is the best correlate of cognitive impairment, we can conclude that DHA is one of the best dietary supplements to prevent synaptic deficits and/or strengthen synaptic plasticity. In this regard, is important to consider that, in humans, synapse loss precedes neuronal death and represents the prodromal phase of the disease, which might be represented by AD mice with an established AD phenotype, such as those in our study (18-month-old Tg2576 mice). Accordingly, it seems that the beneficial effects of DHA, as already mentioned, might not be sufficient to restore memory deficits in people with an already established pathology; however, they may be effective in preventing or delaying disease progression towards dementia. This has previously been suggested, after several epidemiological studies demonstrated an association between DHA intake and/or DHA blood levels with lower AD risk [64]. In fact, clinical trials using omega-3 fatty acid supplements for preventing dementia have already been undertaken. However, to date, no positive outcomes on cognition have been demonstrated, probably because low doses were used (lower than 1 g) [65,66]. More recently, as has already been mentioned, different studies have suggested that larger doses of DHA are probably required for adequate brain bioavailability, particularly in APOE4 carriers, in whom plasma DHA metabolism is altered, affecting the transport of DHA into the brain [9,17]. In this regard, authors of one such study are currently testing the effect of high-dose (2 g per day) DHA supplementation on (i) CSF fatty acid levels, (ii) brain imaging and (iii) cognitive outcomes; this is part of a larger ongoing trial in which the effect of the APOE genotype will be considered. Participants will be followed up for 2 years, with 1 May 2025 as the estimated completion date (https://clinicaltrials.gov/ct2/show/NCT03613844).

## 4. Materials and Methods

### 4.1. Animals

Aged (18–20-month-old) female transgenic Tg2576 mice and their negative littermates were used in this study. Tg2576 mice overexpress the human amyloid precursor protein (hAPP), with the Swedish (K670N/M671L) familial AD mutation under control of the prion promoter [67]. Animals were housed 4–6 per cage and maintained in a temperature-controlled environment on a 12 h light–dark cycle with free access to food and water. All procedures were carried out in accordance with the current European and Spanish regulations (2010/63/EU; RD52/2013) and the study was approved by the Ethical Committee of the University of Navarra.

### 4.2. Treatment

Mice bearing the same genotype were randomly divided in two groups, treatment and control, resulting in four experimental groups of similar dimensions (n = 9–13). DHA was supplemented via daily intragastric administration of 450 mg/kg NuaDHA 1000 (Nua Biological Innovations S.L.Erandio, Vizcaya, Spain) diluted 1:3 *v*/*v* in sesame oil (Sigma-Aldrich, St. Louis, MO, USA), while control animals received the same quantity of the vehicle.

#### 4.2.1. Fear Conditioning Test

The fear conditioning (FC) test paradigm was used to determine whether DHA supplementation improved fear memory. In the habituation phase of this behavioral test, mice were put in the conditioning chamber with no stimuli and allowed to explore and become familiar with the environment for 3 min. After 24 h, animals underwent the training phase: they were placed in the same chamber and received two foot shocks (0.2 mA) of 2 s after 90 and 120 s, respectively. Eventually, after an additional 30 s in the chamber, the mice were returned to their home cages. The following day, the mice were submitted to the actual test consisting of spending 2 min in the conditioning chamber with no stimuli. Freezing behavior during this time, indicating fear memory, was recorded and expressed as a percentage. The behavioral study was carried out during the light phase, from 9:00 to 16:00 h, using a StartFear system (Panlab, Barcelona, Spain).

#### 4.2.2. Morris Water Maze (MWM) Test

The task was carried out in a StartFear system (Panlab), as described by the authors in [68]. Briefly, during the training phase (visible platform, no visible cues) the animals learned to find a platform raised above the surface of the water during three consecutive days with eight trials per day. During the next five consecutive days (four trials per day), mice were trained to locate the platform that was submerged 1 cm beneath the water surface with the help of some visible cues present in the walls of the swimming pool. Finally, 24 h after the last trial on day five, memory retention was tested via a probe trial. All trials were monitored using a camera connected to a SMART-LD program (Panlab) for subsequent analysis of escape latencies during the visible and hidden platform phases, and the percentage of time spent in each quadrant of the pool during the probe trial. All experimental procedures were carried out by personnel who were blind to the different groups.

#### 4.2.3. Determination of Aβ42 Levels

Levels of soluble and insoluble Aβ42 were measured by using a sensitive ELISA kit (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, USA). The prefrontal cortexes of the Tg2576 mice receiving the vehicle (n = 4) or treatment with DHA (n = 6) were homogenized in a buffer containing 10 mM Tris−HCl pH = 7.5, 1 mM NaF, 0.1 mM Na3VO4, 2% SDS and protease inhibitors in order to free the soluble amyloid oligomers. The homogenates were sonicated for 2 min, left on ice for 20 min and centrifuged at 13,000× *g* for 13 min at 6 °C. The presence of insoluble Aβ42 aggregates was evaluated in the parietal cortical tissue (n = 5), homogenized with a 5M guanidine in 50 mM Tris-HCl (pH = 8) buffer. In both cases, the assay was performed according to the manufacturer’s instructions after determining the most suitable dilution, and the resulting data were normalized and represented as Aβ42 content with respect to protein amount (pg/µg).

#### 4.2.4. Dendritic Spine Density Measurement by Golgi–Cox Staining

One hemisphere of each of the brains of n = 3 mice belonging to each group was stained using a modified Golgi–Cox method, allowing the visualization of dendritic spines. The half-brains were soaked in a Golgi–Cox solution (1% potassium dichromate, 1% mercury chloride, 0.8% potassium chromate) for 48 h at RT and protected from light, after which, the solution was then renewed and tissues were left there for a further 3 weeks. Then, brains were washed with distilled water and incubated in 90% ethanol for 30 min before cutting 200 μm thick coronal sections using a vibratome. The slices were incubated in 70% ethanol, washed with distilled water, reduced in 16% ammonia for one hour, fixed in 1% sodium thiosulfate for 7 min and washed again. Once placed on the microscope slides, the preparations were dehydrated using an increasing alcohol graduation and mounted with DPX Mountant (VWR, BDH Prolabo). A Nikon Eclipse E600 light microscope was used to visualize dendritic spines, and Z-stack images were obtained using a digital camera (Nikon DXM 1200 F) at a resolution of 1000–1500 dots per inch (dpi). Spine density was determined in the secondary apical dendrites of CA1 hippocampal pyramidal cells arising at distances from the soma of between 100 and 200 μm, where spine density is considered relatively uniform in CA1 pyramidal neurons [69]. Average data were obtained by quantifying the spine density in 3 neurons of 3 brain slices obtained from each brain (n = 27 dendrites for each group). 

### 4.3. Immunoblotting

For Western blot analysis of APP-derived fragments, protein extracts were mixed with a tricine sample buffer 1:2 (Bio-Rad, Hercules, CA, USA).) and 2% βME; then, they were boiled for 5 min. Proteins were separated in a CriterionTM Tris-Tricine 10–20% gradient precast gel (Bio-Rad, Hercules, CA, USA) and transferred to a PVDF membrane (Hybond LFP, Amersham Biosciences, Little Chalfont, UK) using the Trans-Blot Turbo Transfer System. For Western blot analysis of GFAP and synaptic protein, samples were mixed with a 6X Laemmli sample buffer and resolved onto SDS-polyacrylamide gels and transferred to a nitrocellulose membrane using the Trans-Blot Turbo Transfer System. In all cases, the membranes, blocked with 5% milk in TBS for 1 h at RT, were incubated overnight with the following primary antibodies: mouse monoclonal 6E10 (amino acids 1–16 of Aβ peptide, 1:1000, Covance, San Diego, CA, USA), rabbit monoclonal anti-GFAP (1:1000, Sigma-Aldrich, St. Louis, MO, USA), mouse monoclonal anti-actin (1:100,000, Sigma-Aldrich, St. Louis, MO, USA). 

Three washes in TBS/Tween-20 were performed prior to 1 h incubation with HRP-conjugated anti-rabbit or anti-mouse antibody (1:5000, Santa Cruz Biotechnology, Santa Cruz, CA, USA). Antibody binding to specific bands was visualized via an enhanced chemiluminescence system (ECL, GE Healthcare Bioscience, Uppsala, Sweden or Pierce™ ECL Plus, Thermo Scientific™). Images were acquired and quantified using Image Lab™ Software (Bio-Rad).

#### 4.3.1. RNA-Seq

RNA was extracted from the hippocampal tissue using Trizol Reagent (Sigma-Aldrich) and its integrity was confirmed via Agilent RNA Nano LabChips (Agilent Technologies, Santa Clara, CA, USA). A total of 1 μg of the total RNA was used to construct cDNA libraries with the TruSeq Stranded mRNA Kit (Illumina, San Diego, CA, USA), as described by Perez-Gonzalez et al., 2021 [68] and RNA sequencing data analysis was performed using the same workflow [69]. Genes were selected as differentially expressed using a *p*-value cut-off of *p* < 0.01. Further functional and clustering analyses and graphical representations were performed using R/Bioconductor [70] and QIAGEN IPA [71]. This software calculates significance values (*p*-values) between each biological or molecular event and the imported molecules based on the Fisher’s exact test (*p ≤* 0.05). The IPA comparison analysis considers and hierarchically reports the signaling pathway rank according to the calculated *p*-value.

#### 4.3.2. Quantitative Real-Time PCR

The RNA was treated with DNase at 37 ºC for 30 min and reverse-transcribed into cDNA using SuperScript^®^ III Reverse Transcriptase (Invitrogen). Quantitative real-time PCR was performed to quantify Nr4a2 expression, as described by Perez-Gonzalez et al., 2021 [68]. Assays were carried out in triplicate using the Power SYBR Green PCR Master Mix (Applied Biosystems, Warrington, UK) and the corresponding specific primers for Nr4a2 (Fw: 5′ 3′, Rev: 5′ 3′) and for the internal control 36B4 (Fw: 5′AACATCTCCCCCTTCTCCTT 3′, Rev: 5′ GAAGGCCTTGACCTTTTCAG 3′). 

### 4.4. Statistical Analysis

The results were processed for statistical analysis using GraphPad PRISM, version 5.03. Unless otherwise indicated, results are presented as the mean ± standard error of the mean (SEM). Normal distribution of the data was checked via the Shapiro–Wilk test. Two-way analysis of variance (ANOVA) and Tukey’s post hoc test were used for statistical analyses of the data. In the MWM test, latencies to find the platform were analyzed by two-way repeated measures ANOVA test (genotype × trial) followed by the Bonferroni’s post hoc test to compare the cognitive status among groups. Statistical significance was set at * *p* ≤ 0.05, ** *p* ≤ 0.01 or *** *p* ≤ 0.001.

## 5. Conclusions

In conclusion, our study serves to shed light on the important effect of polyunsaturated fatty acids, particularly DHA, on brain function. Essential neuronal functions related to synaptogenesis, neuritogenesis, the branching of neurites, the density of dendritic spines and the outgrowth of axons, among others, were upregulated upon DHA treatment, thus suggesting that DHA may be considered as an efficient candidate to maintain, protect or even restore synaptic plasticity in neurological disorders that cause synaptic deficits.

## Figures and Tables

**Figure 1:**
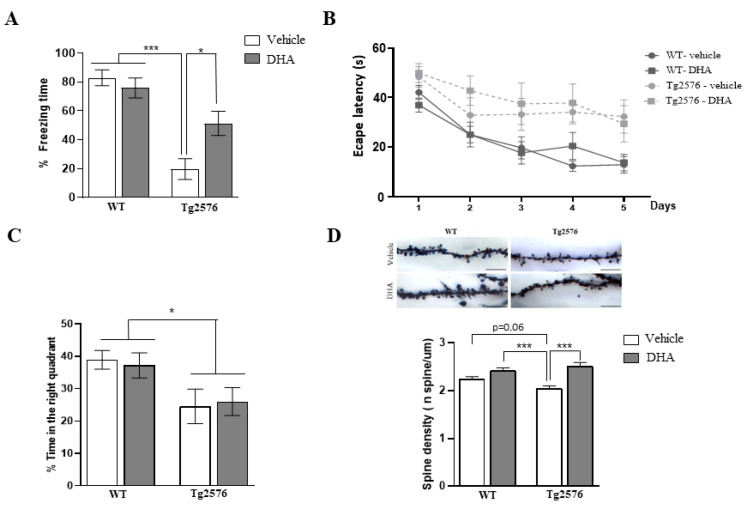
Wild-type (WT) and Tg2576 mice received daily DHA or vehicle and were analyzed 5 weeks later using fear conditioning and the Morris water maze (MWM). (**A**) Freezing behavior from WT and Tg2576 mice treated with DHA or vehicle. Data represent the percentage of freezing time during the test. (**B**) Escape latency of the hidden platform in the MWM test for the WT and Tg2576 mice treated with DHA or vehicle (**C**) Percentage of time spent in correct quadrant during the probe test at day 6. (**D**) Dendritic spine density in CA1 hippocampal neurons from WT and Tg2576 mice treated with DHA or vehicle. In all figures, results are expressed as mean ± SEM (n = 8–11 per group). Two-way analysis of variance (ANOVA) and Tukey’s post hoc test were used for statistical analyses, * *p* ≤ 0.05, *** *p* ≤ 0.001.

**Figure 2:**
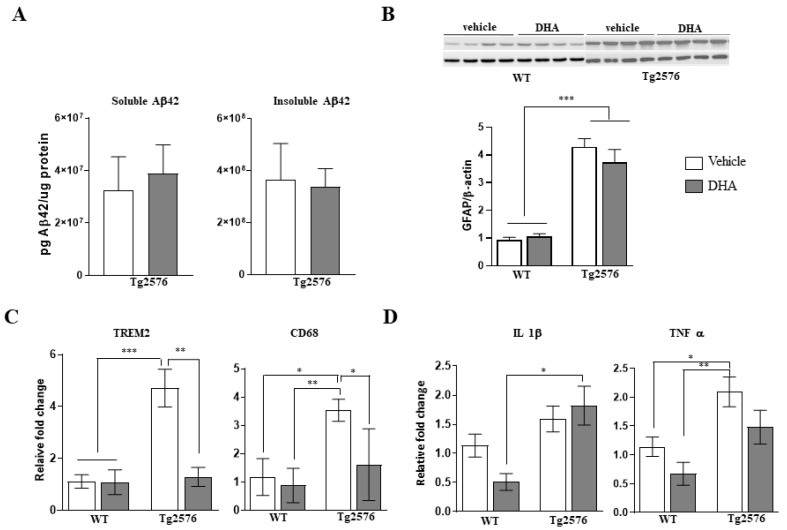
Amyloid pathology and neuroinflammatory markers in the brains of WT and Tg2576 mice chronically treated with DHA. (**A**) Levels of soluble and insoluble human Aβ, as quantified by ELISA in Tg2576 mice treated with DHA or vehicle. (**B**) Western blots showing the effects of DHA or vehicle treatment in WT and Tg2576 mice on GFAP expression, normalized to actin, in 2% SDS hippocampal extracts. (**C**,**D**) The mRNA expression level of microglia markers (TREM2 and CD68) and proinflammatory markers (IL1β and TNFα) were assessed by qRT-PCR. In all figures, results are expressed as mean ± SEM (n = 4–8 per group). Two-way analysis of variance (ANOVA) and Tukey’s post hoc test were used for statistical analyses, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001.

**Figure 3:**
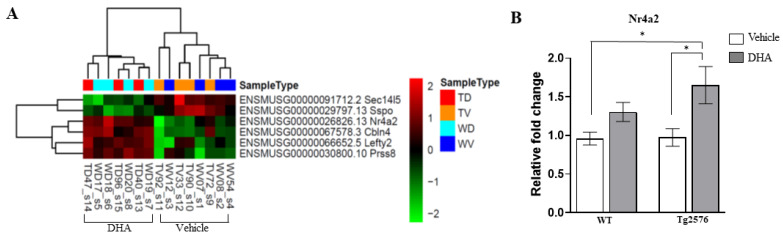
Common genes differentially expressed between vehicle and DHA treatment in both wild-type and Tg2576 mice. (**A**) Differentially expressed genes clusters upon DHA (D) treatment in wild-type (W) and Tg2576 (T) mice. (**B**) The mRNA expression level of Nr4a2 was assessed by qRT-PCR. Results are expressed as mean ± SEM (n = 4–8 per group). Two-way analysis of variance (ANOVA) and Tukey’s post hoc test was used for statistical analyses, * *p* ≤ 0.05.

**Figure 4:**
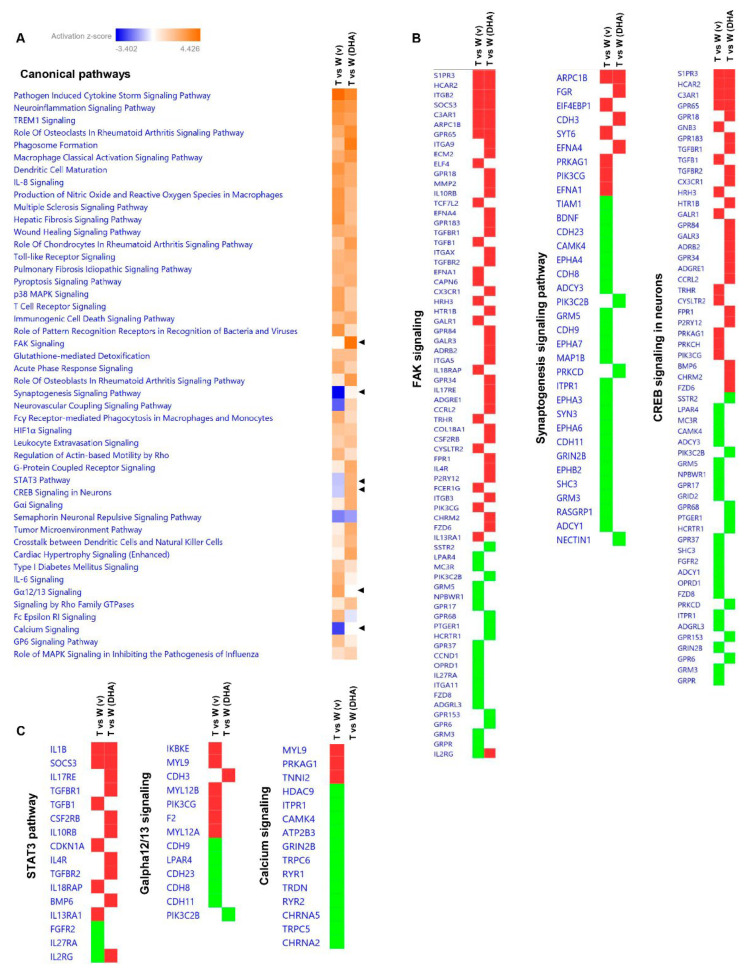
Predictive activation profile of pathways upon DHA treatment. Based on transcriptomic datasets, systems biology analyses were performed using IPA software to obtain the activation prediction of significantly altered pathways (**A**). The activation z-score was calculated as previously described with IPA. Blue and orange squares indicate inhibition and activation directionality, respectively. Black triangles refer to specific processes with an activation score associated with DHA treatment (**B**,**C**). T: Tg2576, W: wildtype, v: vehicle. Red: up-regulation; green: down-regulation.

**Figure 5:**
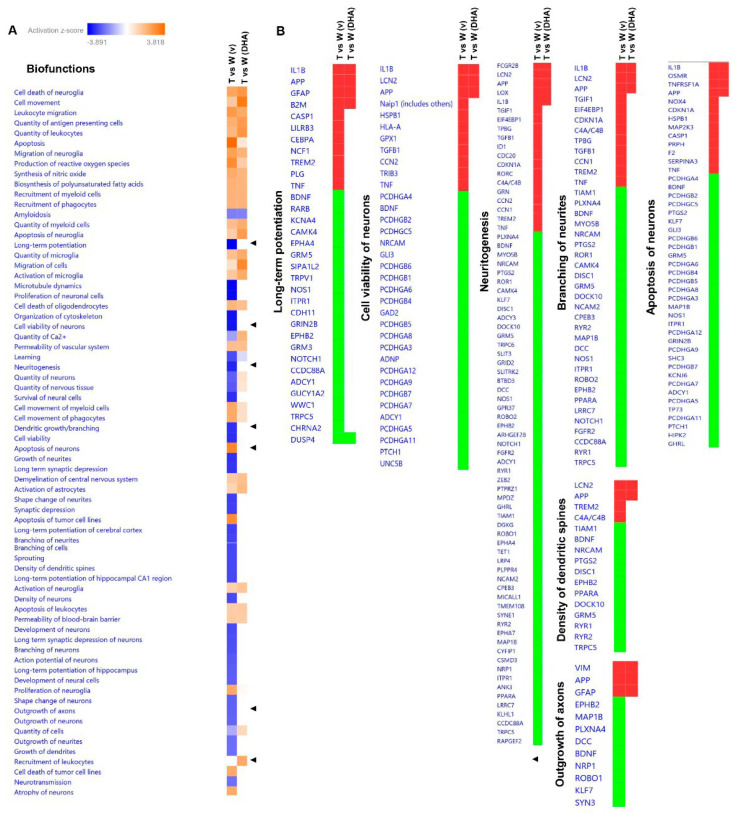
Predictive activation profile of neuronal functions upon DHA treatment. Systems biology analyses were performed using IPA software to generate the activation prediction of significantly altered neuronal functions (**A**). Blue and orange squares indicate inhibition and activation directionality, respectively. Black triangles refer to specific functions whose restoration is associated to DHA treatment (**B**). T: Tg2576, W: wildtype, v: vehicle. Red: up-regulation; green: down-regulation.

**Figure 6:**
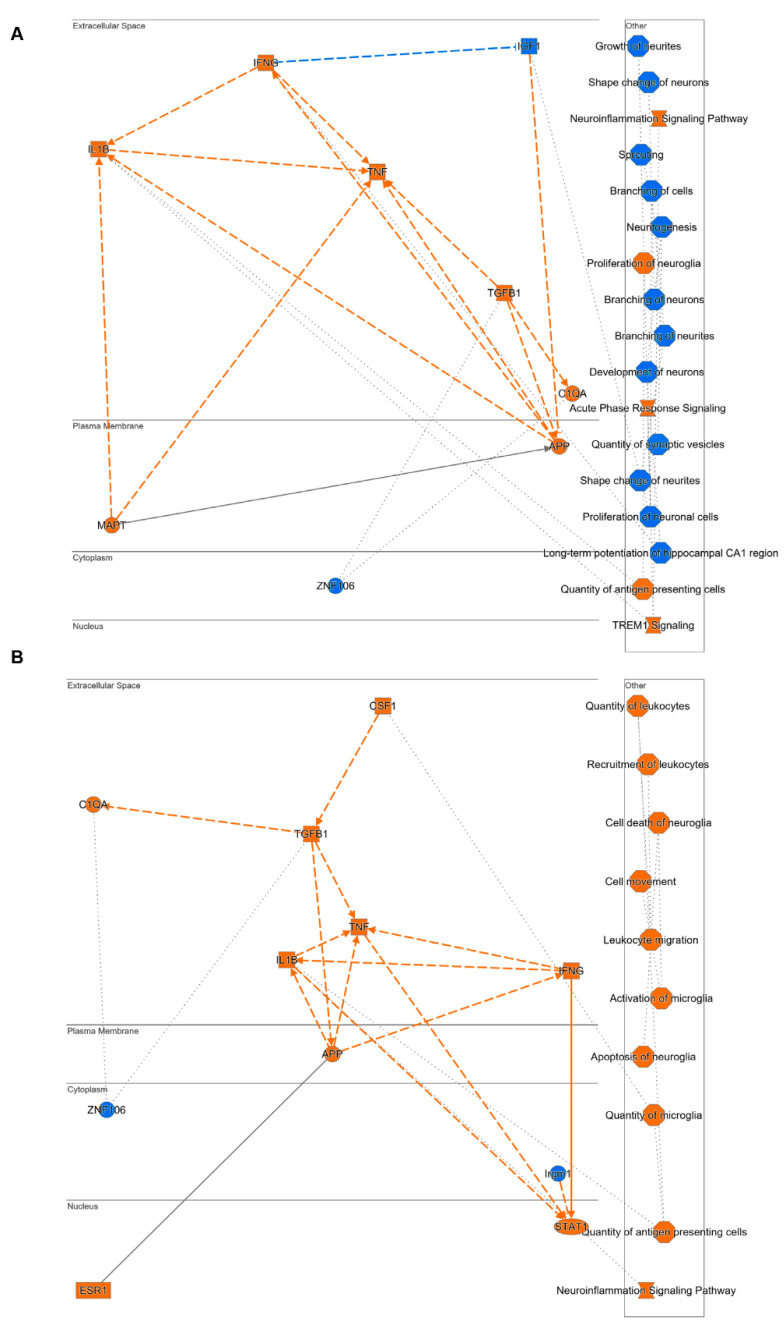
Generation of mechanistic hypothesis based on differential transcriptomic profiling obtained in Tg2576-vehicle vs. wild type-vehicle (**A**) and Tg2576-DHA vs. wild type-DHA (**B**) groups. The functional networks are based on a precomputed table containing inferred relationships between molecules, functions, diseases, and pathways obtained and scored by a machine learning algorithm operating entirely on prior knowledge. The heuristic graph algorithm present in IPA software was optimized to create a manageable network that brings together the most significantly activated (in orange; positive z-score) or inhibited (in blue; negative z-score) upstream regulators, diseases, functions and pathways from the differential RNA-seq datasets.

## Data Availability

RNA-seq analysis data are available at NCBI Gene Expression Omnibus (GEO) under accession number GSE217430. Accessed on 7 November 2022. For information on GEO linking please refer to: https://www.ncbi.nlm.nih.gov/geo/info/linking.html, (accessed on 7 November 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics15010082/s1, Table S1: List of genes that showed a significant (*p* < 0.01) interaction between genotype and treatment; Figure S1: Multiple boxplots of the genes that showed a significant (*p* < 0.01) interaction between genotype and treatment.

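Table S1 gives 102 genes with the log2 fold change and p of the interaction between genotype and treatment. In the table itself, 58 genes have a p under 0.01 and 44 a p of 0.01 or more, up to 0.0257, and its adjusted p is 0.786 for every gene. The log2 fold change is below 0 for 58 genes and above 0 for 44. In 3 of its entries the decimal point of the log2 fold change is lost. From the counts, the interaction had the sign of the table for all 102 genes, and for the 99 readable genes the log2 fold changes had a Pearson r of 0.999 with those of the table, across genes. A p under 0.01 was found for 58 of the 102 genes, and 104 of the 162 genes with a p under 0.01 are not in the table. All 102 had an adjusted p under 0.05 adjusted over the list alone, and 0 over all genes tested. The study chose the list on these mice, so the first count is not independent evidence. Beside Sertad1, the genes with the lowest p in the table are Cd47, Apba3, 1190002N15Rik and Gm47283. Their log2 fold changes of the interaction were -0.58 (standard error 0.146) for Cd47, -0.64 (standard error 0.148) for Apba3, 0.87 (standard error 0.202) for 1190002N15Rik and -1.24 (standard error 0.299) for Gm47283. Gm47283 is annotated on chromosome Y although the mice are female, so what its reads stand for is uncertain.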

How the deposited data were processed for this re-analysis (not part of the article)

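Hippocampal RNA of 15 female mice was sequenced (4 WT vehicle, 4 WT DHA, 4 Tg2576 vehicle and 3 Tg2576 DHA mice). The deposited files hold the raw read counts of 55401 genes per mouse, which the authors made with featureCounts 1.6.0 on the annotation GENCODE M25 of GRCm38. By the defaults of that tool, reads that map to several places or to several genes are left out. The version of the aligner was not found in the paper's text. Total counts per mouse ranged from 17372864 to 46596489, with a median of 25645977. Gene symbols and GC contents came from the transcripts of GENCODE M21 and were found for 55141 genes, among them 19517 of the 19536 genes tested.

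Counts were processed with R 4.3.3 and edgeR 4.0.16. The filterByExpr function with its minimum count of 10 kept 19536 genes. TMM factors ranged from 0.961 to 1.03. A quasi-likelihood model with robust dispersions and 1 coefficient per group gave 5 two-sided comparisons, namely genotype under vehicle, genotype under DHA, DHA in WT mice, DHA in Tg2576 mice and the interaction of genotype and DHA. Standard errors are the log2 fold change divided by the square root of the F statistic. The threshold was an unadjusted p of 0.01, as in the paper, and an adjusted p (Benjamini-Hochberg) of 0.05 was also used. Log2 CPM were computed with a prior count of 2. Exact permutation tests compared log2 CPM of single genes between 2 groups.

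Marker lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The p values of 18 lists in 5 comparisons were adjusted together over 90 tests. The lists were synaptic genes, homeostatic and plaque-associated microglial genes, reactive astrocyte genes, immediate early genes, and markers of the subiculum, neocortex, layer 6b and claustrum, thalamus, striatum, choroid plexus, dentate gyrus, CA1, CA3, oligodendrocytes, endothelium, meninges and ependyma. The lists, the 5 comparisons, the thresholds and the alternative settings were chosen before the data were examined. Lists drawn in Figures 4 and 5 were copied from the figures, and IPA was not run.

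The genes named in the text were chosen by a fixed rule. They are every gene the paper names for the RNA sequencing and the 5 genes with the lowest p in Table S1. For each of the 5 comparisons they also include the 5 genes with the lowest p among those with a p under 0.01 and, for comparisons of 2 groups, without overlap between the groups. Of the other genes of Figures 4 and 5, at most 3 per list are named, by lowest p. Genes with a changed call in both genotypes and the most abundant genes of a marker list fall outside the rule and were named after their values were seen. Some genes within these rules are not reported here.

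The alternatives were DESeq2 1.42.0, limma-voom, library sizes without TMM factors, no filter on low counts, at least 10 counts in every mouse, a fit of only the 2 groups compared, dispersions without the robust option, the replicate number as a block, offsets for gene length and for GC content (lowess span 0.3), the block with the length offset, 1 surrogate variable (sva 3.50.0), the mean DHA effect over both genotypes, and each of the 15 mice left out in turn. For the marker lists beyond the synaptic and plaque-associated microglial genes, the offsets, fry, the estimated correlation and the fits without 1 mouse were added after the data were seen.

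The workflow was tested on simulated data made from these counts, in which 200 genes were raised or lowered by 1 on the log2 scale. These genes were drawn from those with higher levels only, and genes were simulated as independent of each other. The shares below therefore do not cover genes with few reads, such as Lefty2, Prss8 and Il1b. Smaller changes of single genes were not simulated. Of the genes given a change, 97% had a p under 0.01 and 90% an adjusted p under 0.05, and of the other genes 0.869% had a p under 0.01. For a change in a single genotype, 84.5% had a p under 0.01 in the interaction. Behaviour, spines, ELISA, blots and PCR were not analysed here. Figures were drawn with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9).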

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

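The camera tests of the marker lists with all mice were set before the data were examined. So were the edgeR tests of single genes and their alternative settings. The tests of possible explanations and of mice that stood apart were chosen only after the results were seen. For the marker lists of this part, so were fry, the estimated correlation, the offsets and the fits that left out a mouse. Across 126 groups of 4 mice, the highest or lowest mouse stood apart from the others in 9, where chance gives 6.3, so the number of such mice is close to that expected by chance.

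Tg2576 vehicle replicate 1 had the lowest log2 CPM of its group for Trem2 (3.16), C1qa (6.29) and Csf1 (5.04). Its App level, 2615 CPM, was above the highest WT level (1787 CPM), which argues against a mislabelled genotype. App does not separate vehicle from DHA, so this level says nothing about the treatment label. The mean log2 level of the homeostatic microglial genes, relative to WT vehicle mice, was -0.56 in this mouse against a group median of 0.33. A smaller share of microglia in this sample is a candidate explanation that stays open. The same mouse had the lowest level of the oligodendrocyte list (-0.79). Without it, the genes of that list still rose and fell together between mice of a group (median pairwise r 0.744), so a difference in tissue content may explain its level. No biological explanation was tested, since the design names no difference between mice of a group.

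WT DHA replicate 1 had the lowest level of the reactive astrocyte list in its group (-0.50). The median pairwise r of that list without this mouse was 0.169, so tissue content may also contribute here. WT DHA replicate 2 had the highest level of the layer 6b and claustrum list (0.82). Log2 CPM was lowest in WT vehicle replicate 3 for Igf1 (1.76) and in WT DHA replicate 4 for Tgfb1 (2.69), and highest in Tg2576 vehicle replicate 4 for Il1b (0.0123). No explanation was tested for these 3 genes.

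In the interaction of genotype and DHA, 4 marker lists had an adjusted camera p under 0.05. The median log2 fold change was 0.13 for the homeostatic microglial genes (adjusted p = 0.0123, 13 of 17 genes above 0) and -0.49 for the immediate early genes (adjusted p = 0.00180, 11 of 13 below 0). It was 0.52 for the subiculum list (adjusted p = 0.00375, 7 of 8 genes above 0) and 1.36 for the choroid plexus list (adjusted p = 4.4e-04, all 14 above 0). Offsets for GC content and gene length left the larger camera p at 8.9e-04, 0.00223, 0.00116 and 2.8e-05 in the same order, which argues against these biases as the whole cause. With fry, which allows for genes that move together between mice, the p was 0.288 for the homeostatic microglial, 0.246 for the immediate early and 0.232 for the choroid plexus genes. Genes moving together may therefore explain the camera calls of these 3 lists. For the subiculum list the fry p was 0.0409.

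The calls of the homeostatic microglial and immediate early lists rested on single mice. The homeostatic microglial median was 0.0255 without Tg2576 vehicle replicate 1 and 0.0862 without Tg2576 DHA replicate 3, both without a camera p under 0.05, and 0.0700 without WT DHA replicate 2. It was 0.21 without WT DHA replicate 4, 0.23 without Tg2576 vehicle replicate 3 and 0.28 without Tg2576 DHA replicate 2. The immediate early median was -0.13 without Tg2576 vehicle replicate 2, where the camera p was no longer under 0.05, -0.32 without WT vehicle replicate 2 and -0.74 without Tg2576 vehicle replicate 3. The choroid plexus median was 0.78 without WT vehicle replicate 1, 2.18 without Tg2576 vehicle replicate 2 and 3.37 without WT DHA replicate 3. The subiculum median stayed between 0.42 and 0.65. These last 2 lists kept their direction and a camera p under 0.05 in each of the 15 fits that left out 1 mouse.

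The genes of the choroid plexus list rose and fell together within groups (median pairwise r 0.950), so varying amounts of choroid plexus in the dissected samples may explain this list. Its mean log2 level ran from -2.11 to 1.99 in WT vehicle and from -2.36 to 2.31 in WT DHA mice. In Tg2576 mice the list ran from -1.86 to 2.01 with vehicle and from 1.69 to 1.98 with DHA. Its most abundant genes were Ttr (1564 CPM in WT vehicle, 1515 in WT DHA, 1141 in Tg2576 vehicle and 3673 in Tg2576 DHA mice) and Kl (61.8, 43.9, 47.8 and 91.4 CPM). All 14 genes had a mean of at least 1 CPM and 9 of at least 10 CPM. For the immediate early genes, the most abundant was Arc, with 243 CPM in WT DHA, 225 in Tg2576 vehicle and 141 in Tg2576 DHA mice.

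Outside the genes the paper discusses, Endou, Dpf3 and Aspg had an adjusted p of 0.0490 between Tg2576 and WT mice under vehicle. The log2 fold changes were 1.49 for Endou (standard error 0.225), -1.12 for Dpf3 (standard error 0.176) and 1.25 for Aspg (standard error 0.199). All 4 Tg2576 mice lay beyond the WT mice for each gene (exact permutation p = 0.0286). Under the other settings the adjusted p ranged from 6.9e-06 to 0.134, and with 1 mouse left out from 0.0216 to 0.320. Under DHA the log2 fold changes were 0.29, -0.35 and 0.89, and those of the interaction -1.20 (adjusted p = 0.845), 0.77 (adjusted p = 0.845) and -0.36 (adjusted p = 0.852). The largest p of the 3 genes was 7.6e-06 with the GC offset and 5.8e-06 with the length offset, which argues against these biases. The genotype itself, including any effect of the insertion site, stays open and was not tested.

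Marker lists of brain regions were not analysed in the paper, and 5 of them had a comparison between groups with both an adjusted camera p and a fry p under 0.05. Between Tg2576 DHA and WT DHA mice, the subiculum list had a median of 0.42 (adjusted p = 0.00613, 8 of 8 genes and 2 of 3 mice higher). Between WT DHA and WT vehicle mice, the layer 6b and claustrum list had 0.64 (adjusted p = 8.6e-04, 4 of 6 genes and 4 of 4 mice higher) and the striatum list 0.19 (adjusted p = 0.0172, 7 of 9 genes and 4 of 4 mice higher). The thalamus list had -0.17 between Tg2576 DHA and Tg2576 vehicle mice (adjusted p = 0.0272, 6 of 8 genes and 3 of 3 mice lower). The dentate gyrus list had -0.46 between Tg2576 and WT mice under vehicle (adjusted p = 3.7e-04, 6 of 7 genes and 4 of 4 mice lower). In this order, the fry p was 0.0463, 0.00420, 0.0303, 0.0490 and 0.0156. The subiculum call under DHA was lost with an estimated correlation, and the other 4 kept a p under 0.05. Another 5 comparisons had an adjusted camera p under 0.05 and did not hold with fry. Under DHA, Tg2576 and WT mice had such a call for the choroid plexus list (median 1.25, adjusted p = 1.7e-06, 14 of 14 genes and 3 of 3 mice higher, fry p 0.116) and the dentate gyrus list (-0.12, adjusted p = 0.0301, 6 of 7 genes and 3 of 3 mice lower, fry p 0.151). After DHA, Tg2576 mice had one against their vehicle group for the choroid plexus list (1.01, adjusted p = 1.4e-05, 14 of 14 genes and 3 of 3 mice higher, fry p 0.217) and the subiculum list (0.31, adjusted p = 0.00180, 7 of 8 genes and 2 of 3 mice higher, fry p 0.0539). Comparing WT DHA with WT vehicle mice gave one for the dentate gyrus list (-0.30, adjusted p = 0.00617, 5 of 7 genes and 2 of 4 mice lower, fry p 0.0759).

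Offsets for GC content and gene length left the larger camera p at 0.00226 (subiculum), 1.4e-04 (layer 6b and claustrum), 0.0105 (striatum), 0.00584 (thalamus) and 1.3e-04 (dentate gyrus), which argues against these biases as the whole cause. Genes of the dentate gyrus list rose and fell together within groups (median pairwise r 0.413), so a different share of this region in the dissected samples may explain it. The median pairwise r was 0.170 for the subiculum, 0.0403 for layer 6b and claustrum, 0.0565 for the thalamus and 0.105 for the striatum. For these 4 lists, dissection and a change of expression cannot be told apart, because r lay within the range of random lists, which a small share of other tissue would also give.

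The thalamus median turned to 0.00437 without Tg2576 vehicle replicate 3 and was -0.13 without Tg2576 DHA replicate 3, and in neither fit was the camera p under 0.05. It was -0.27 without Tg2576 vehicle replicate 1 and -0.32 without Tg2576 DHA replicate 1. The striatum median was 0.0273 without WT DHA replicate 3, 0.0490 without WT vehicle replicate 2, 0.28 without WT vehicle replicate 3 or without WT DHA replicate 2, and 0.30 without WT DHA replicate 1. Of the genes tested, a mean of at least 10 CPM was reached by 6 subiculum, 3 layer 6b and claustrum, 3 thalamus, 2 striatum and 6 dentate gyrus genes. The study had drawn 1 layer 6b and claustrum gene (Ccn2), 2 thalamus genes (Tcf7l2 and Prkcd), 1 striatum gene (Gpr6), 1 dentate gyrus gene (Trpc6) and 0 subiculum genes, and 0 genes were in another list. By the mean over the 4 groups, the most abundant genes were Etv1 (70.5 CPM in WT vehicle mice) for the subiculum, Gnb4 (17.1) for layer 6b and claustrum, Adarb1 (242) for the thalamus, Pde10a (77.0) for the striatum and C1ql2 (87.4) for the dentate gyrus, where Prox1 was higher than C1ql2 in WT vehicle and in Tg2576 DHA mice.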

How the results depend on the processing

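The causes of the changes given here were not tested unless stated. Among the summary results, 196 values kept their direction and their side of the threshold under the settings that kept all mice, while 29 gained a call or grew, 9 lost one or shrank and 3 reversed. In the 15 fits that left out 1 mouse each, the numbers were 219, 23, 39 and 4. For single genes they were 834, 23, 12 and 10 with all mice, and 1039, 17, 47 and 22 with 1 mouse left out. For marker lists, tested under settings chosen after the data were seen, 29 values kept direction and call and 7 lost the call with all mice, and 130 kept both, 4 lost the call and 1 reversed with 1 mouse left out.

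With DESeq2, 229 genes had an adjusted p under 0.05 for genotype under vehicle, 47 for genotype under DHA, 32 for DHA in WT mice and 1 in the interaction. It gave 126 genes with a p under 0.01 for DHA in Tg2576 mice, 247 in the interaction and 9 shared by both genotypes. With limma-voom and without robust dispersions, 0 genes had an adjusted p under 0.05 for genotype under vehicle. Without a filter, the adjusted counts were 12 for genotype under vehicle, 3 for genotype under DHA and 3 for DHA in WT mice, with 126 genes at p under 0.01 for DHA in Tg2576 mice and 289 in the interaction. With library sizes alone, 3 genes had an adjusted p under 0.05 for genotype under DHA. The fit of only the 2 groups compared gave 0 genes there, 431 genes at p under 0.01 and 4 adjusted for DHA in WT mice, 29 for DHA in Tg2576 mice and 3 shared, and it has fewer mice to estimate dispersions. The mean DHA effect over both genotypes, which asks for no call in each genotype and is not the same count, gave 170 genes, below the 195 that chance gives, and is included above among the values that grew.

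The GC offset gave 7 adjusted genes for genotype under vehicle and 2 under DHA, a median interaction of 0.18 for the plaque-associated microglial genes (now with a camera p under 0.05) and 0.00394 for Cd68 after DHA in Tg2576 mice. The length offset gave a median interaction of -0.0521 for the synaptic genes and 0.14 for the microglial genes (also past 0.05), 0.0589 for Dlg4 in genotype under vehicle and 0.0323 for Cd68. The replicate block gave 0.18 for the microglial interaction, 0.11 for Trem2 and 0.0722 for Cd68 after DHA in Tg2576 mice. The block with the length offset gave 3 adjusted genes for genotype under DHA, 8 shared genes, interactions of -0.0487 (synaptic) and 0.21 (microglial), 0.0533 for Dlg4, 0.11 for Trem2 and 0.0875 for Cd68. The surrogate variable gave 36 adjusted genes for genotype under vehicle and 3 under DHA, 627 genes at p under 0.01 for genotype under DHA and 138 for DHA in Tg2576 mice. It also gave interactions of -0.0295 (synaptic) and 0.315 (microglial), 0.16 for Trem2 and 0.11 for Cd68. The synaptic medians of -0.16 under vehicle and -0.0884 under DHA lost their call with fry and with an estimated correlation, as did the marker lists named above.

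With 1 mouse left out, the genes at p under 0.01 ranged from 312 to 965 for genotype under vehicle, 190 to 460 for genotype under DHA, 156 to 331 for DHA in WT mice, 53 to 312 for DHA in Tg2576 mice and 87 to 527 in the interaction. Genes with an adjusted p under 0.05 ranged from 0 to 12, 0 to 3, 0 to 1 and 0 to 1 in the first 4 comparisons, and shared DHA genes from 1 to 8. The synaptic median ranged from -0.12 to -0.0262 under DHA and from -0.0178 to 0.0824 in the interaction, and the microglial interaction from -0.00435 to 0.28. After DHA in Tg2576 mice, Trem2 ranged from -0.39 to 0.24, Cd68 from -0.19 to 0.16, Il1b from -0.12 to 0.39 and the thalamus list from -0.32 to 0.00437. The interaction of Trem2 ranged from -0.25 to 0.37. Under vehicle, Igf1 ranged from -0.0496 to 0.37 and Dbn1 from -0.13 to 0.00486. Under DHA, Zfp106 ranged from -0.13 to 0.0776 and Esr1 from -0.13 to 0.57. Counts of 8 to 83 reads for Lefty2, 2 to 48 for Prss8 and 4 to 24 for Il1b limit the precision of these genes, and Tnf (0 to 12 reads) was not tested. The group of 3 mice keeps exact permutation tests of single genes above 0.05.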

Differences from the paper's values

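The paper's count of genes with an interaction between genotype and treatment is 102, and the count here at p under 0.01 was 162. Only 58 of the 102 have a p under 0.01 in Table S1 itself, so these counts are not of the same kind. A count near 102 under another setting therefore does not explain the difference. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with at least 10 counts in every mouse (142), the replicate block (116), the GC offset (138) and the block with the length offset (141). It did so as well without WT vehicle replicates 1 (87), 2 (109) or 4 (150), WT DHA replicates 1 (149), 3 (145) or 4 (90), Tg2576 vehicle replicate 3 (137) or replicate 4, and Tg2576 DHA replicates 2 (129) or 3 (95). It did not with DESeq2 (247), library sizes alone (164), limma-voom (155), no filter (289), no robust dispersions (161), the length offset (184) or the surrogate variable (187). Nor did it without WT vehicle replicate 3 (241), WT DHA replicate 2 (213), Tg2576 vehicle replicates 1 (247) or 2 (347), or Tg2576 DHA replicate 1 (527).

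The paper lists Cbln4, Lefty2 and Prss8 among the genes changed by DHA in both genotypes. Here their p in Tg2576 mice was 0.0154, 0.0209 and 0.0121, above the threshold, while Fbxo32 passed in both genotypes. The paper's count is 6 genes and the count here was 5. All 6 of the paper's genes, and Fbxo32, passed in both genotypes with limma-voom. Cbln4 passed in both genotypes with DESeq2, the replicate block, the block with the length offset, and without Tg2576 vehicle replicate 2 or Tg2576 DHA replicate 3. Prss8 passed with DESeq2, no filter, the GC offset, and without WT vehicle replicate 3 or Tg2576 vehicle replicate 1. Lefty2 passed without Tg2576 vehicle replicate 3.

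The paper describes Table S1 as genes with an interaction p under 0.01, and 44 of its 102 entries have a p of 0.01 or more in the table itself. The paper states, from its IPA network, that TREM signaling was alleviated with DHA. IPA infers activity from groups of genes, so the levels of Trem2 and Il1b given here are another measure. Here Trem2 was higher in Tg2576 mice by 0.94 on the log2 scale under vehicle and by 0.99 under DHA, and the interaction was 0.0488 (adjusted p = 0.992). The paper states that the activation of interleukin 1 beta was not observed with DHA. Here Il1b, with few reads per mouse, was higher in Tg2576 mice by 1.04 under vehicle and by 1.40 under DHA. The paper also states, from PCR, that DHA lowered Trem2 and Cd68 in Tg2576 mice to levels like those of WT mice, and it relates the pathway results to these markers. Here the log2 fold change between Tg2576 DHA and Tg2576 vehicle mice was -0.0938 for Trem2 and -0.0177 for Cd68 (adjusted p = 0.999 for both), and for each gene 1 of the 3 Tg2576 DHA mice, replicate 2, lay below the mean of the Tg2576 vehicle mice. None of the settings gave either gene a p under 0.05 in this comparison, and some reversed the direction. The paper places STAT3 signaling among the inhibited pathways under vehicle, and its listed genes had a median of 0.0820 there. That median weighs all genes alike, while the z-score of IPA uses the known direction of each gene, so these measures differ.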

Other observations

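The tests on Nr4a2 and Cbln4, Baiap2l1, the choice of the genes of Table S1 and an exchange of treatment labels were chosen only after the results were seen. So were the fry tests of the marker lists and the offsets combined with leaving out Tg2576 DHA replicate 1. The other tests in this part were set before.

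Mice were regrouped to see how often a split gave a result as large, and each count of splits includes the real grouping. For genotype under vehicle, 4 of 35 splits gave as many genes at p under 0.01, 2 as many with an adjusted p under 0.05, 2 as large a synaptic median and 5 as large a microglial median. For genotype under DHA, the numbers were 4, 2, 11 and 3 of 35. For DHA in WT mice, 5 of 35 splits gave as many genes at p under 0.01, and for DHA in Tg2576 mice 31 of 35. Every split gives at least 0 genes, so the 35 of 35 splits with as many adjusted genes as the 0 of each DHA comparison decide nothing. These comparisons had 1157 and 618 genes with an unadjusted p under 0.05. In the interaction, 34 of 100 drawn splits gave as many genes at p under 0.01, 100 as many adjusted genes (0, beside 1001 with an unadjusted p under 0.05), 74 as large a synaptic and 64 as large a microglial median. As many shared DHA genes were found in 19 of 100. The same holds for the 0 adjusted genes of the interaction. The share of splits was 0.05 or more for each of the other results, so other groupings of the mice could give them. The largest count was 2572 genes, for TV3, TV4 and TD1 against TV1, TV2, TD2 and TD3, where T stands for Tg2576, V for vehicle, D for DHA and the digit for the replicate.

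With the vehicle and DHA labels of TV1 and TD1 exchanged, 2195 genes had a p under 0.01 for DHA in Tg2576 mice and 1182 an adjusted p under 0.05, against 69 and 0 (618 with an unadjusted p under 0.05) with the labels as given. As many genes were found in 2 of the 35 splits, this one included. Across genes, Pearson r of the DHA effects in WT and Tg2576 mice was -0.0583 with these labels exchanged and -0.0315 as given, where genes are not independent replicates. The r was first meant to count against an exchange if it was no higher than with the labels as given. That reading was dropped after the value was seen, since it assumes that DHA acts alike in both genotypes. Exchanged labels and variation between mice cannot be told apart, because this pair was chosen from the same data, and a difference in tissue content between mice could give as many genes.

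Of the genes called for genotype under vehicle, 90.4% were not called under DHA. In simulations without any interaction this share was 82.1% (79.8% to 84.5%) with the fitted effects and 95.4% (92.1% to 97.4%) with effects shrunk by a factor of 0.459. Selection on the vehicle comparison together with the group of 3 mice and an effect of DHA cannot be told apart for the smaller genotype difference of these genes, because the real share lies between the 2 kinds of simulation.

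Gene length was correlated across genes with the log2 fold change (rho -0.24 under vehicle and 0.22 in the interaction), and GC content too (rho -0.30 under DHA and -0.27 in the interaction). Genes are not independent replicates. With the length offset the 112 genes drawn as lower under vehicle only still had a median of -0.45, which argues against length as the whole cause. The interaction count was 184 with this offset, against 162 without it, and 131 genes were shared. For that count, a length bias and an effect of DHA cannot be told apart, because both counts are below the 195 genes that chance gives. Without Tg2576 DHA replicate 1 the interaction count rose to 527. It was 419 without this mouse with the GC offset and 453 with the length offset, against 138 and 184 with all mice, so neither bias explains the rise. The replicate numbers do not pair the mice, since mice with the same number had a median r of 0.0117 and other pairs 0.00305.

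In Tg2576 mice the layer 6b and claustrum list had a median of 0.18 after DHA (adjusted p = 0.395, 5 of 6 genes but only 1 of 3 mice higher). For the genes changed by DHA in both genotypes, RNA from neighbouring regions and an effect of DHA cannot be told apart by this list, because its change in Tg2576 mice is too small to decide. Across the 15 mice, deviations of Nr4a2 from its group means were correlated with those of this list. Pearson r was 0.752 (permutation p = 0.00289, adjusted p = 0.0173) and rho 0.761 (adjusted p = 0.00990), and r was 0.772 without the 2 mice farthest from the median. For Cbln4 r was 0.636 (adjusted p = 0.0868), and for Lefty2 0.519, Prss8 0.377, Sspo 0.0156 and Sec14l5 0.0160, in a family of 6 relations. Here too, region content and regulation cannot be told apart, since both would make Nr4a2 follow the list.

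Baiap2l1 was at 37.5 CPM and 26.1 CPM in Tg2576 DHA replicates 2 and 3, and at 3.85 CPM in replicate 1. Its log2 fold change after DHA was 3.63 in Tg2576 mice (adjusted p = 0.999, exact permutation p = 0.0571) and 4.02 in the interaction (adjusted p = 0.845). Mice of other groups with as much choroid plexus RNA had at most 3.73 CPM, which argues against this tissue as the source in replicates 2 and 3. The level of replicate 1 may come from it. Of the 102 genes of Table S1, 87 are among the 102 genes with the highest log-odds of limma-voom and 38 among the 102 with the lowest p, so a choice by log-odds is a candidate explanation for the entries with a p of 0.01 or more.

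The other marker lists gave these results. Reactive astrocyte genes had a median of 0.68 between genotypes under vehicle (adjusted p = 7.1e-14, 4 of 4 mice) and 0.87 under DHA (adjusted p = 5.2e-13, 3 of 3 mice), with a fry p of 7.7e-04 and 0.00191, and the study had drawn 6 of the 12. Homeostatic microglial genes had 0.23 (adjusted p = 0.00461, 3 of 4 mice) and 0.45 (adjusted p = 4.1e-12, 3 of 3 mice), with a fry p of 0.223 and 0.0196, and the study had drawn 4 of the 17. The oligodendrocyte list had -0.21 after DHA in WT mice (adjusted p = 0.00284, 10 of 10 genes and 3 of 4 mice lower) and -0.12 in Tg2576 mice (adjusted p = 0.0214, 8 of 10 genes and 2 of 3 mice lower). The endothelium list had 0.21 for genotype under vehicle (adjusted p = 0.0409, 6 of 7 genes and 3 of 4 mice higher) and -0.19 after DHA in Tg2576 mice (adjusted p = 0.00696, 7 of 7 genes and 3 of 3 mice lower). None of these 4 calls held with fry. Nor did those of the immediate early genes under DHA (-0.21 between genotypes, adjusted p = 0.0123, 13 of 13 genes and 3 of 3 mice lower) and after DHA in WT mice (0.23, adjusted p = 0.00351, 11 of 13 genes and 4 of 4 mice higher), or of the homeostatic microglial genes after DHA in Tg2576 mice (0.15, adjusted p = 0.0336, 12 of 17 genes and 2 of 3 mice higher). Lists of the neocortex, CA1, CA3, meninges and ependyma had an adjusted p above 0.05 in all 5 comparisons. Their largest medians were 0.18 for the neocortex, 0.10 for CA1, -0.25 for CA3, 0.56 for the meninges and -0.26 for the ependyma.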
